# NHR-8 and P-glycoproteins uncouple xenobiotic resistance from longevity in chemosensory *C. elegans* mutants

**DOI:** 10.7554/eLife.53174

**Published:** 2021-08-27

**Authors:** Gabriel A Guerrero, Maxime J Derisbourg, Felix AMC Mayr, Laura E Wester, Marco Giorda, J Eike Dinort, Matías D Hartman, Klara Schilling, María José Alonso-De Gennaro, Ryan J Lu, Bérénice A Benayoun, Martin S Denzel

**Keywords:** longevity, aging, chemosensory mutants, xenobiotic detoxification, *C. elegans*

## Abstract

Longevity is often associated with stress resistance, but whether they are causally linked is incompletely understood. Here we investigate chemosensory-defective *Caenorhabditis elegans* mutants that are long-lived and stress resistant. We find that mutants in the intraflagellar transport protein gene *osm-3* were significantly protected from tunicamycin-induced ER stress. While *osm-3* lifespan extension is dependent on the key longevity factor DAF-16/FOXO, tunicamycin resistance was not. *osm-3* mutants are protected from bacterial pathogens, which is *pmk-1* p38 MAP kinase dependent, while TM resistance was *pmk-1* independent. Expression of P-glycoprotein (PGP) xenobiotic detoxification genes was elevated in *osm-3* mutants and their knockdown or inhibition with verapamil suppressed tunicamycin resistance. The nuclear hormone receptor *nhr-8* was necessary to regulate a subset of PGPs. We thus identify a cell-nonautonomous regulation of xenobiotic detoxification and show that separate pathways are engaged to mediate longevity, pathogen resistance, and xenobiotic detoxification in *osm-3* mutants.

## Introduction

Chemosensation is a genetically tractable phenotype in various organisms. In *Caenorhabditis elegans*, many mutants with defective chemosensation have been identified. Sensory phenotypes are complex in nature, and many of the classical chemosensory mutants were originally characterized by their behavioral phenotypes. Odr mutants, for example, have an abnormal odorant response, while Osm (osmotic avoidance abnormal) mutants do not avoid high-salt environments (Bargmann, 2006). Mutations in components of neuronal G-protein coupled receptor (GPCR) signaling, such as *tax-4* and *odr-1,* cause atypical chemosensory behavior (Bargmann, 2006). These mutants are not only characterized by a failure to adequately respond to their environment, but show additional phenotypes linked to various life traits including pathogen resistance, increased lifespan, and drug detoxification (Gaglia et al., 2012; Apfeld and Kenyon, 1999; Dent et al., 2000). Many chemosensory mutants are long-lived, and this phenotype depends on the DAF-16/FOXO transcription factor that is regulated by the insulin signaling pathway (Apfeld and Kenyon, 1999).

Beyond mutations in GPCRs, variants in genes involved in the development of amphid sensory neurons can lead to chemosensory defects. One example are mutations in intraflagellar transport (IFT) proteins that prevent full cilia development of amphid sensory neurons (Inglis et al., 2007). Alterations in the IFT genes *osm-3* and *daf-10* disrupt the development of neuronal dendrites that project toward the tip of the nose, where they are exposed to the outer environment (Inglis et al., 2007). Thus, IFT mutants are usually characterized by defects in the chemical perception of their environment. Furthermore, developmental defects in lumen formation of the amphid head channel in *daf-6* mutants prevent the direct contact of amphid sensory neurons with the outside (Perens and Shaham, 2005), resulting in chemosensory defects.

In wild-type (WT) worms, amphid and phasmid sensory neurons can be visualized using the lipophilic dye DiI (1,1'-dioctadecyl-3,3,3',3'-tetramethylindocarbocyanine perchlorate), which fluorescently stains them bright red. The dye is passively taken up by sensory neurons when they are fully developed and in contact with the environment. Dye filling defective (Dyf) *C. elegans* are defined by an inability to take up DiI into their sensory neurons (Inglis et al., 2007). The Dyf phenotype arises in *daf-6* animals and also in many IFT mutants. Interestingly, Dyf mutants have unique stress resistance phenotypes that act via different signaling pathways. One such Dyf mutant, *daf-10(m79*), has a unique resistance to pathogenic bacteria that was proposed to be downstream of sensory input (Gaglia et al., 2012). Furthermore, pairs of amphid head neurons, such as ASH and ASJ that often become disrupted in Dyf mutants, help coordinate the innate immune response to bacterial stress after infection (Meisel et al., 2014). Longevity is often associated with activation of physiological stress response pathways and has been shown to be regulated by the insulin signaling pathway in Dyf *C. elegans* (Apfeld and Kenyon, 1999).

Conserved mechanisms of longevity and stress resistance have additionally been linked to hyposmia in higher model organisms. In *Drosophila melanogaster*, loss of the putative chemoreceptor *Or83b* has been shown to significantly increase lifespan (Libert et al., 2007). Moreover, mice with ablated olfactory sensory neurons have a unique metabolic signature that protects them from deleterious effects of a high-fat diet (Riera et al., 2017).

While the olfactory machinery is seemingly more complex in higher organisms, *C. elegans* have unique phenotypes associated with the loss or alteration of their sensory neurons. First, unbiased screens for drug resistance have independently identified the Dyf phenotype as a common feature in drug-resistant *C. elegans* (Fujii et al., 2004; Ménez et al., 2016; Collins et al., 2008). Selection for resistance to the anthelmintic drug ivermectin was shown to enrich for Dyf mutants in several forward genetic screens (Ménez et al., 2016; Page, 2018; Dent et al., 2000). Follow-up work identified P-glycoproteins (PGPs), a class of ATP binding cassette (ABC) transporters, as the drivers behind ivermectin resistance in Dyf mutants (Ardelli and Prichard, 2013). Second, some chemosensory mutations, such as in *daf-10*, lead to resistance to pathogenic bacteria (Gaglia et al., 2012).

Here, we characterize a long-lived Dyf mutant, *osm-3*, that was previously identified in a forward genetic screen for resistance to the potent ER stressor tunicamycin (TM). From this screen, we reported the role of the hexosamine biosynthetic pathway in TM resistance and longevity (Denzel et al., 2014). Our aim was to uncover the mechanism by which Dyf mutants are resistant to TM. We found that the TM resistance of *osm-3* mutants is independent from its longevity and pathogen resistance phenotypes. Furthermore, we showed that PGPs mediate TM resistance in Dyf animals, and we found that the nuclear hormone receptor *nhr-8* mediates *osm-3* drug resistance. The ‘Green Theory’ of aging proposes that the accumulation of toxic endo- and xenobiotic debris contributes to physiological decline with age (Afschar et al., 2016; Gems and McElwee, 2005). Our work highlights drug resistance as a unique characteristic of Dyf mutants and functionally uncouples it from known stress response pathways that have been implicated in stress resistance and longevity of chemosensory mutants.

## Results

### Dye filling defective *C. elegans* mutants are resistant to TM

Tunicamycin (TM) is commonly used to induce endoplasmic reticulum (ER) stress by inhibiting the addition of N-glycans to nascent polypeptides (Parodi, 2000; Heifetz et al., 1979). In *C. elegans*, where the ER machinery is conserved, treatment with TM is toxic and induces the ER unfolded protein response. In fact, on plates containing TM at concentrations above 4 µg/mL, newly hatched larvae die at early developmental stages (Shen et al., 2001). Previously, we had carried out an ethyl methane-sulfonate mutagenesis screen to identify long-lived mutants using TM resistance in *C. elegans* as a proxy phenotype for longevity (Denzel et al., 2014). The largest cohort of classifiable mutants presented the Dyf phenotype (Figure 1A).

**Figure 1.**
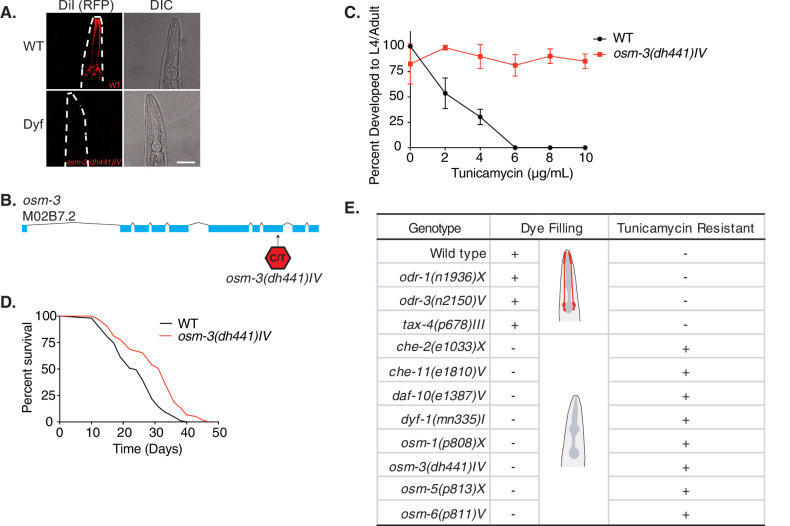
Tunicamycin resistance occurs in dye filling defective long-lived chemosensory *C*. *elegans* mutants. (**A**) Fluorescence and differential interference contract confocal microscopy images of WT and *osm-3(dh441)IV C. elegans* after DiI treatment (scale bar 40 µm). (**B**) Depiction of the *osm-3(dh441*) locus. *osm-3(dh441)IV* has a C to T mutation at position 3796925 of exon 8. (**C**) Developmental tunicamycin (TM) resistance assay using the indicated concentrations with WT and *osm-3(dh441)IV* animals. Data are mean ± SD (n = 3 independent experiments with >15 scored animals each). (**D**) Demographic lifespan analysis of WT and *osm-3(dh441)IV* animals. WT mean lifespan = 24 days, *osm-3(dh441)IV* mean lifespan = 29 days, p<0.0001. See Supplementary file 1 for statistical analysis. (**E**) Table of dye filling phenotype and TM resistance. In the dye filling column,+ is positive for DiI filling as in (**A**) and − is Dyf. In the TM resistant column, + is resistant and − is not resistant to 10 µg/mL TM. Figure 1—source data 1.Developmental TM resistance assay with WT and *osm-3(dh441*) animals (Figure 1C).

**Figure 1—figure supplement 1.**
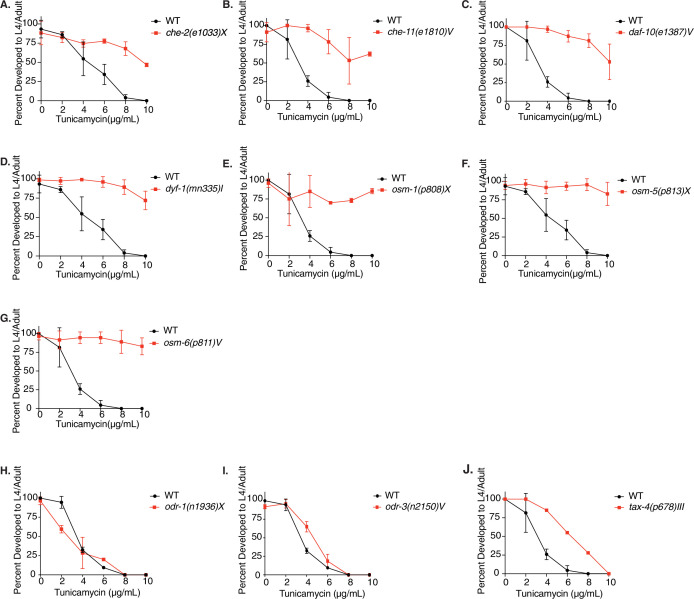
Tunicamycin resistance occurs in dye filling defective long-lived chemosensory *C. elegans* mutants. (**A–J**) Developmental TM resistance assay with WT, *che-2(e1033)X, che-11(e1810)V*, *daf-10(e1387)V*, *dyf-1(mn335)I, osm-1(p808)X, osm-5(p813)X, osm-6(p811)V, odr-1(n1936)X*, *odr-3(n2150)V,* and *tax-4(p678)III* animals. Data are mean ± SD (n = 1 for **J**; n = 2 for **B, C, E, G, H** and **I**; n = 3 for **A**, **D**, and **F** independent experiments with >15 scored animals each). Figure 1—figure supplement 1—source data 1.Developmental TM resistance assay with WT and *che-2(e1033)X* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 2.Developmental TM resistance assay with WT and *che-11(e1810)V* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 3.Developmental TM resistance assay with WT and *daf-10(e1387)V* animals.Figure 1—figure supplement 1. Figure 1—figure supplement 1—source data 4.Developmental TM resistance assay with WT and *dyf-1(mn335)I* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 5.Developmental TM resistance assay with WT and *osm-1(p808)X* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 6.Developmental TM resistance assay with WT and *osm-5(p813)X* animals.(Figure 1—figure supplement 1F). Figure 1—figure supplement 1—source data 7.Developmental TM resistance assay with WT and *osm-6(p811)V* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 8.Developmental TM resistance assay with WT and *odr-1(n1936)X* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 9.Developmental TM resistance assay with WT and *odr-3(n2150)V* animals.(Figure 1—figure supplement 1). Figure 1—figure supplement 1—source data 10.Developmental TM resistance assay with WT and *tax-4(p7689)III* animals.(Figure 1—figure supplement 1).

Among the Dyf mutants from the TM resistance screen, we found new alleles of genes previously linked to ciliary development. The mutant allele we selected for our investigation, *osm-3(dh441)IV* (this allele will be referred to hereafter as *osm-3*)*,* carries a premature stop in the eighth exon, which prevents normal cilia development causing the Dyf phenotype (Figure 1A,B). *osm-3* is a member of the kinesin family involved in axonal development and transport, and mutants are known to show a Dyf phenotype (Inglis et al., 2007). While WT worms fail to develop on TM at concentrations above 4 µg/mL, *osm-3* mutants fully develop at concentrations at least up to 10 µg/mL TM (Figure 1C; Figure 1—source data 1). Loss of *osm-3,* as well as other Dyf mutations, promote longevity in *C. elegans* (Apfeld and Kenyon, 1999). Demographic lifespan analysis of *osm-3* indeed confirmed extended lifespan in our point mutant (Figure 1D and Supplementary file 1). *osm-3* mutants, and Dyf mutants in general, have never been described as TM resistant especially at concentrations as high as 10 µg/mL.

To further explore whether the Dyf phenotype is linked to TM resistance, we tested other Dyf mutants that were previously described as long-lived (Apfeld and Kenyon, 1999). To our surprise, all long-lived Dyf mutants that we tested proved to be significantly TM resistant at the WT lethal dose of 10 µg/mL TM (Figure 1E, Figure 1—figure supplement 1A–G, Figure 1—figure supplement 1—source data 1–7). In contrast, the long-lived chemosensory *odr-1(n1936)X*, *odr-3(n2150)V,* and *tax-4(p678)III* mutants that do not display a Dyf phenotype were only slightly TM resistant (Figure 1E, Figure 1—figure supplement 1H–J, Figure 1—figure supplement 1—source data 8–10). Our data thus suggest that, among the larger class of chemosensory defective mutants, lifespan extension is uncoupled from TM resistance.

### Tunicamycin-Induced ER stress response is blunted in *Osm-3* mutants

TM treatment activates the ER unfolded protein response (UPR^ER^); we thus characterized the overall transcriptional response of *osm-3* mutants upon TM treatment. 

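RNA was sequenced from 4 groups of 4 biological replicates: WT animals and *osm-3(dh441)* mutants, each collected as day 1 adults after 6 hr on control plates (vehicle) or on plates with 10 µg/mL TM. Libraries were depleted of ribosomal RNA, strand specific and read from both ends. The authors mapped the reads to the cDNA sequences of Ensembl release 94 with kallisto 0.43.0 in its strand-specific mode, summed them per gene and deposited variance-stabilized log2 values for the 16 libraries, computed with DESeq2 1.16.1. These values convert back to whole reads (100% within 0.01 of a whole number). By this count the libraries held 6426381 to 7887472 reads on named genes in vehicle-treated WT animals (median 7016321.5), 6673924 to 8144875 in TM-treated WT animals (7315742.5), 4173301 to 7928703 in vehicle-treated *osm-3* mutants (7705011.5) and 4254496 to 7928905 in TM-treated *osm-3* mutants (6131456). A count of 0 lies well above 0 on this scale, and differences between weakly expressed genes are compressed. The values used here cover 7643 of the 8315 protein-coding genes (91.9%) whose sequence names sort before F46 and 21 of the 11670 others (0.18%). The *osm-3* transcript itself (M02B7.3, chromosome IV, 3796300 to 3801052, minus strand) belongs to the latter and was not analysed here. Of the 8348 genes listed, the 4115 whose mean lay at least 1 log2 unit above the value of a count of 0 were tested with limma 3.58.1, in 1 model with a mean per group over all 16 libraries. The standard error of a difference between groups had a median of 0.10 log2 units over these genes.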

We performed transcriptomic analyses of *osm-3* and WT worms after 6 hr of TM treatment. 

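In WT animals, 64 genes differed between TM and vehicle at an adjusted p under 0.05 (limma; 34 higher and 30 lower with TM; 370 at an unadjusted p under 0.05). In 61 of the 64 the 4 TM-treated libraries did not overlap the 4 vehicle libraries, as in 4.28% of all tested genes, where chance gives 2.86%. In *osm-3* mutants, 3 genes differed (493 at an unadjusted p under 0.05): *dod-24* (log2 difference 0.91, adjusted p = 0.016) and *ugt-1* (0.63, 0.016) were higher and *cyp-35A2* (−1.28, 0.0019) was lower, each with the 4 libraries of both groups apart. The authors' DESeq2 tables have the opposite order, with 206 genes called in WT animals and 535 in *osm-3* mutants. Of the latter 534 were tested here, all had the authors' direction and 280 had an unadjusted p under 0.05 in limma. The calls of *dod-24* and *ugt-1* were lost without *osm-3* vehicle replicate 1, 3 or 4 and without *osm-3* TM replicate 1, 2 or 3 (adjusted p up to 0.11). TM moved the 3 genes in the same direction in WT animals (0.63, 0.36 and −0.81), and the difference between the genotypes had an adjusted p of 0.90 for each. Tested directly for all genes, the TM response differed between *osm-3* mutants and WT animals for 20 genes (9 with a higher and 11 with a lower value in *osm-3*; 202 at an unadjusted p under 0.05). The split into higher and lower was 4 and 1 in *osm-3* mutants and 4 and 10 for the difference with each library centred on its median, and 5 and 1 in *osm-3* mutants with a correction for transcript length chosen after seeing the data. In *osm-3* mutants it was 2 and 2 on log2 of the normalized count plus 1.
Libraries of 1 genotype that shared a replicate number deviated from their group means alike, and with the replicate number as a block the counts were 193 in WT animals (136 higher and 57 lower), 39 in *osm-3* mutants (33 and 6) and 35 for the difference (15 and 20). This block is shared by the genotypes. Between their TM-treated libraries, deviations correlated by number for replicates 2 and 3 (0.64 and 0.62) but not for replicates 1 and 4 (−0.040 and 0.029). A block within the 8 *osm-3* libraries alone gave 342 genes (130 higher and 212 lower with TM), against 11 without it. Weights for each library, which ranged from 0.25 (*osm-3* TM replicate 4) to 5.11 (*osm-3* vehicle replicate 1), moved the counts most, to 595 (334 and 261), 1423 (512 and 911) and 154 (110 and 44). The WT count lay between 41 without WT vehicle replicate 1 and 161 without WT TM replicate 4, and was 42 without WT TM replicate 1 or 3. The *osm-3* count was 793 without *osm-3* TM replicate 4, 10 without WT TM replicate 4, 9 without WT vehicle replicate 4, 8 without *osm-3* vehicle replicate 2, 6 without WT TM replicate 1, and 1 without *osm-3* vehicle replicate 1, 3 or 4 or *osm-3* TM replicate 1, 2 or 3. The number of genes whose response differed fell to 10 (1 higher and 9 lower) without WT vehicle replicate 1 or 3, *osm-3* vehicle replicate 1, 2 or 4, or *osm-3* TM replicate 3, to 11 without *osm-3* TM replicate 2, to 12 without WT TM replicate 3 or *osm-3* TM replicate 1 and to 13 without WT TM replicate 1. The difference in the number of genes between the genotypes was itself not tested.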

Notably, the gene ontology (GO) terms related to ER stress and ER protein folding showed significant upregulation in WT animals, but not in *osm-3* mutants (Figure 2A). 

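The paper states that GO terms for ER stress and ER protein folding rose with TM in WT animals and not in *osm-3* mutants. The legend of its Figure 2A names another contrast, between WT animals and *osm-3* mutants that were both given TM. Values of the ER list for that contrast are given further below. The GO terms were not analysed here. A list of 24 ER folding and UPR genes, none of which the paper measured by RT-qPCR after TM, was used in their place, and 12 of its genes were tested. In WT animals these 12 genes had a median log2 difference of 0.51 between TM and vehicle (10 higher and 2 lower; limma camera, adjusted p = 9.1e-19 over 15 tests), with 0.47 to 0.76 over the alternatives. In *osm-3* mutants the median was −0.0025 (6 higher and 6 lower, mean 0.062; camera, adjusted p = 0.064). The size of the TM response differed between the genotypes by a median of −0.47 (lower in *osm-3* mutants for 10 of 12 genes, adjusted p = 3.5e-16; −0.53 to −0.38 over the alternatives, all past the threshold). The result in *osm-3* mutants depended on the processing. The list passed the threshold as higher under TM with a stricter filter (median 0.018), weights for each library (0.067), quantile normalization (0.14) and the length correction (0.15), and without *osm-3* vehicle replicate 4 (0.022), *osm-3* TM replicate 2 (0.055) or *osm-3* TM replicate 3 (0.027). With limma voom on the recovered reads, also chosen after seeing the data, it passed with a median of −0.0048. Over all alternatives its adjusted p ranged from 2.9e-05 to 0.33. Of the 8 calls of lists by camera, all held with fry, and 5 held with the correlation estimated from the data: those of the ER list and of the RT-qPCR genes in WT animals and for the difference, and that of the ER list between the genotypes under TM. Of the 15 calls of gene families 3 held with fry and 0 with the estimated correlation.
By single gene, 6 of the 12 passed the threshold over all genes in WT animals: *ckb-2* (log2 difference 2.63, limma adjusted p = 1.1e-10), *pdi-6* (1.11, 2.7e-07), *C14B9.2* (1.02, 6.9e-08), *dnj-7* (0.84, 2.4e-06), *pdi-2* (0.77, 0.0018) and *hsp-3* (0.72, 0.0059). In each of the 6 genes all 4 TM-treated WT libraries lay above all 4 vehicle libraries. In *osm-3* mutants 0 of the 12 passed in limma and 0 with voom, while the authors call *ckb-2*, *dnj-7* and *pdi-6* with DESeq2. In limma 4 had an unadjusted p under 0.05. Those 4 were higher with TM and passed when adjusted over the list alone: *ckb-2* (0.49, 0.18 over all genes), *dnj-7* (0.30, 0.26), *pdi-6* (0.28, 0.36) and *C14B9.2* (0.22, 0.36). *pdi-2* (0.069) and *hsp-3* (0.018) changed less, and became negative without *osm-3* TM replicate 1 (*pdi-2*) and without *osm-3* vehicle replicate 2 or *osm-3* TM replicate 1 or 4 (*hsp-3*). Without *osm-3* TM replicate 4, *ckb-2* (0.58) and *dnj-7* (0.34) passed over all genes, and *ckb-2* also with the replicate block. The difference between the responses passed for *ckb-2* (−2.14, 1.0e-06), *C14B9.2* (−0.80, 4.7e-04), *pdi-6* (−0.83, 0.0019) and *dnj-7* (−0.53, 0.041). The last call was lost in 21 alternatives, among them each omission of a single library other than *osm-3* TM replicate 1 (adjusted p up to 0.18). For *pdi-2* (−0.70, 0.16) and *hsp-3* (−0.70, 0.20) it passed with the replicate block (0.0196 and 0.013, in ranges of 0.0196 to 0.36 and 0.013 to 0.49 over the alternatives).

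**Figure D1:**
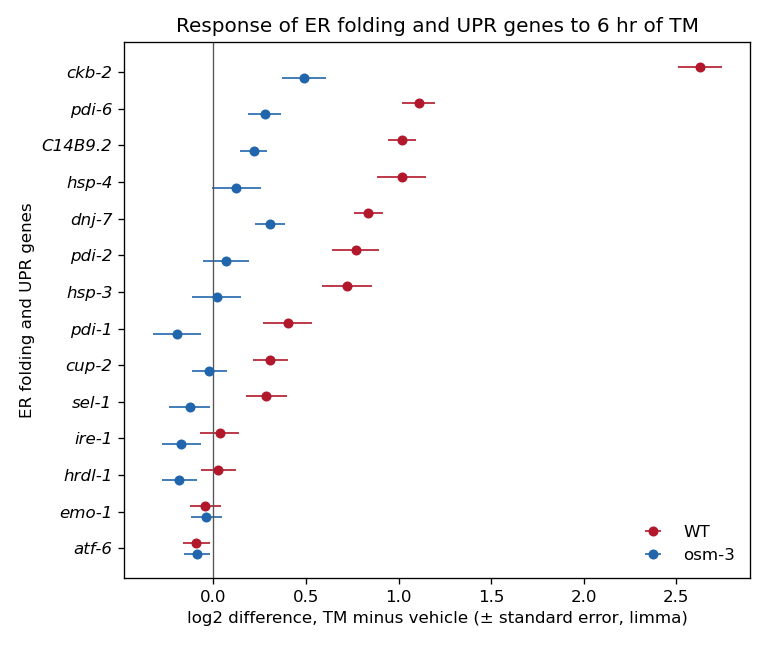
Response of ER folding and UPR genes to 6 hr of TM in WT animals (red) and *osm-3* mutants (blue). Points show the limma log2 difference between TM and vehicle and bars its standard error, with 4 libraries per group. The 14 genes are the 12 tested genes of the ER list and *hsp-4* and *pdi-1*.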

RT-qPCR analysis of UPR target genes further confirmed that there was no UPR^ER^ induction in TM-treated *osm-3* mutants compared to the WT (Figure 2—figure supplement 1, Figure 2—figure supplement 1—source data 1). A hallmark of UPR^ER^ activation in *C. elegans* is the upregulation of the molecular chaperone HSP-4/BiP (Shen et al., 2001). Upon TM treatment of *osm-3* mutants carrying an *hsp-4*::GFP reporter construct, there was no significant increase in the GFP signal compared to the untreated control, while in the WT, the GFP levels were significantly increased (Figure 2B,C, Figure 2—source data 1). This observation corroborates the results from the transcriptome analysis.

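*hsp-4* (F43E2.8, chromosome II, 7350112 to 7352645, minus strand, 7 exons) had a mean variance-stabilized log2 value of 12.49 ± 0.14 (SD, n = 4 libraries) in vehicle-treated and 13.50 ± 0.15 in TM-treated WT animals (4573 to 6292 and 11826 to 15191 reads per library). In *osm-3* mutants the means were 12.35 ± 0.17 and 12.47 ± 0.27 (2908 to 6211 and 2994 to 7713 reads). Its log2 difference between TM and vehicle was 1.02 ± 0.13 (SE) in WT animals (limma, adjusted p = 1.8e-04; 0.95 to 1.08 without any 1 library), and all 4 TM-treated libraries lay above all 4 vehicle libraries. In *osm-3* mutants it was 0.12 ± 0.13 (adjusted p = 0.61; 0.052 to 0.24), with overlapping libraries. With weights for each library it was 0.31 and passed the threshold (adjusted p = 0.010; 0.010 to 0.86 over the alternatives). The responses differed by −0.89 ± 0.19 (adjusted p = 0.038). This call was lost without any 1 of 12 libraries (WT vehicle replicate 1, 2 or 3, *osm-3* vehicle replicate 1, 2, 3 or 4, WT TM replicate 1, 3 or 4, or *osm-3* TM replicate 2 or 3), with an adjusted p of up to 0.11 and a difference of −0.97 to −0.78. Under TM, *hsp-4* was lower in *osm-3* mutants than in WT animals by a log2 difference of −1.03 (1.9e-05), and under vehicle it did not differ (−0.14, 0.60). *pdi-1* (C14B1.1, chromosome III, 3699739 to 3701461, minus strand) changed by 0.40 in WT animals (0.18) and by −0.20 in *osm-3* mutants (0.42), and the responses differed by −0.60 (0.38). With the replicate block, its WT response (0.0067, in a range of 0.0036 to 0.45) and the difference (0.015, in a range of 0.015 to 0.77) passed the threshold. *hsp-4* and *pdi-1* are the 2 genes tested here of the 8 UPR genes that the paper measured by RT-qPCR after TM. As a list they had a median of 0.71 in WT animals (2 of 2 higher; camera, 1.2e-05) and −0.037 in *osm-3* mutants (1 of 2 higher; 0.96), with a difference of −0.75 (2 of 2 lower; 5.8e-05). Adjusted over the list alone, both passed in WT animals, and 0 in *osm-3* mutants, where 0 had an unadjusted p under 0.05 in limma.

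**Figure D2:**
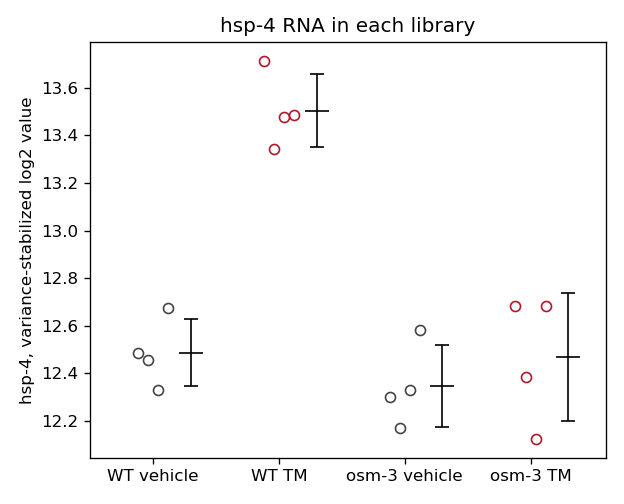
Variance-stabilized log2 value of *hsp-4* in each library of the 4 groups. Circles are single libraries and bars the mean ± SD, n = 4.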

**Figure 2.**
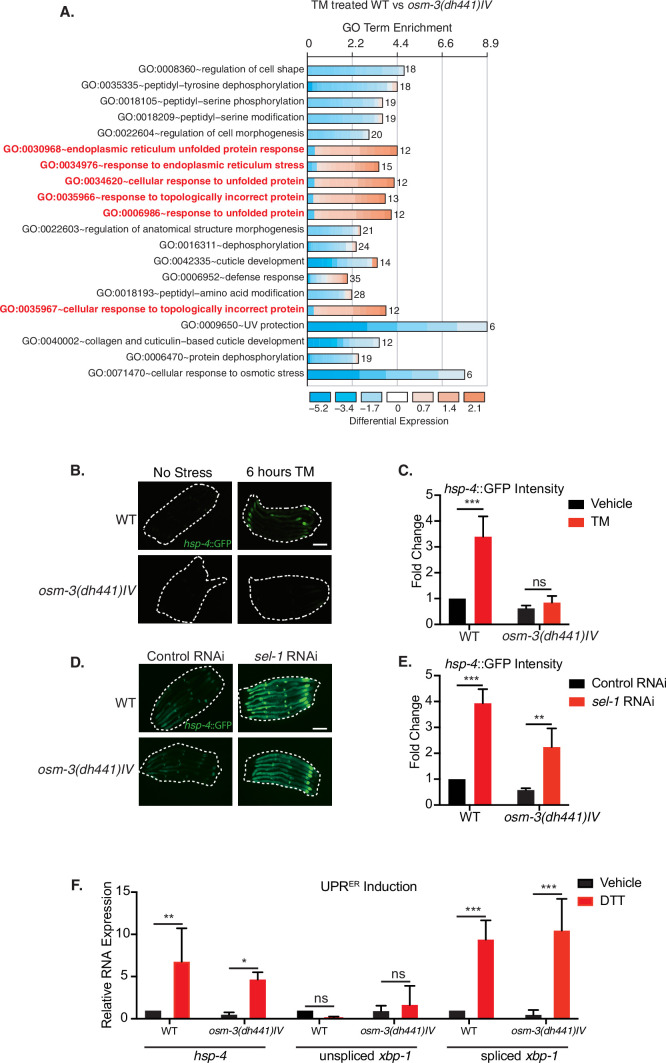
Reduced tunicamycin-induced ER stress signaling in *osm-3* mutants despite functional ER-UPR pathway. (**A**) DAVID gene ontology (GO) terms that are enriched in TM-treated WT compared to TM-treated *osm-3(dh441)IV* worms. Red = upregulated and blue = downregulated. The fold enrichment is plotted as x axis. The numbers of genes is indicated next to the bar for each term. (**B**) Green fluorescent images of WT and *osm-3(dh441)IV* animals in the *hsp-4*::GFP reporter background after 6 hr of 10 µg/mL TM treatment. Worms are outlined in the images (scale bar 100 µm). (**C**) Biosorter analysis of *osm-3(dh441)IV* vs. WT animals in the *hsp-4*::GFP background after 6 hr of control or TM treatment. Fold change represents GFP intensity normalized to WT treated with vehicle. Data are mean + SEM, n = 4, ***p<0.0001 by two-way ANOVA. (**D**) Green fluorescent images of WT and *osm-3(dh441)IV* animals in the *hsp-4*::GFP background after development on control or *sel-1* RNAi. Worms are outlined in the images (scale bar 100 µm). (**E**) Biosorter analysis of *osm-3(dh441)IV* vs. WT animals in the *hsp-4*::GFP background raised on control or *sel-1* RNAi. Fold change represents GFP intensity normalized to WT treated with vehicle. Data are mean + SEM, n = 3, **p<0.005 ***p<0.0001 by two-way ANOVA. (**F**) Quantitative PCR measuring relative *hsp-4* and spliced and unspliced *xbp-1* mRNA levels in WT and *osm-3(dh441)IV animals* after 2 hr of 10 mM DTT treatment. Relative mRNA expression is mRNA expression levels normalized to WT treated with vehicle. Data are mean + SEM, n = 3, *p<0.05, **p<0.001, ***p<0.0001 by two-way ANOVA. Figure 2—source data 1.Biosorter analysis of *osm-3(dh441)IV* vs. WT animals in the hsp-4::GFP background after 6 hr of control or TM treatment (Figure 2C). Figure 2—source data 2.Biosorter analysis of *osm-3(dh441)IV* vs. WT animals in the hsp-4::GFP background raised on control or *sel-1* RNAi.(Figure 2E). Figure 2—source data 3.Quantitative PCR measuring relative *hsp-4* and spliced and unspliced xbp-1 mRNA levels in WT and *osm-3(dh441)IV* animals after 2 hr of 10 mM DTT treatment (Figure 2F).

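In TM-treated animals, 792 genes differed between *osm-3* mutants and WT animals (391 higher and 401 lower in *osm-3*; 1458 at an unadjusted p under 0.05), 84 of them by more than 1 log2 unit. The median over all tested genes was −0.10. It was −0.071 with each library centred on its median, −0.058 with quantile normalization and −0.043 with the length correction. Centring changed the split to 443 higher and 267 lower and the length correction to 497 and 228, while the split with quantile normalization was 419 and 390. It was 539 and 874 with the replicate block, 625 and 1058 with weights for each library, 67 and 98 with the stricter filter, 752 and 437 without the filter, and 265 and 136 with only the groups compared. The count was 510 without *osm-3* TM replicate 3 and 1596 (523 higher and 1073 lower) without *osm-3* TM replicate 4. Under vehicle, genes of the ER list were lower in *osm-3* mutants by a median of −0.105 (10 of 12 lower), which did not pass (camera, adjusted p = 0.19). There 3 of them passed the threshold over all genes (1 higher and 2 lower). Under TM the genes of this list were lower by a median of −0.64 (11 of 12 lower; camera, adjusted p = 2.0e-07), and 8 of them passed the threshold over all genes. Adjusted over the list alone 11 passed, of which *emo-1* was higher. The largest decreases among genes whose 4 libraries did not overlap were *gale-1* (chromosome I, 12970239 to 12978787; log2 difference −1.84, limma adjusted p = 7.2e-10), *ckb-2* (−1.76, 2.1e-08) and *srp-7* (chromosome V, 8179126 to 8183442; −1.58, 1.1e-06). TM raised *gale-1* and *srp-7* in WT animals by 1.82 and 1.66, and the responses of the genotypes differed by −1.53 (4.3e-06) and −1.47 (0.0016). The largest increases were *dpy-5* (chromosome I, 5432197 to 5433051; 2.53, 2.3e-04), *col-81* (chromosome II, 11012397 to 11013767; 2.46, 1.1e-07) and *F41F3.3* (chromosome V, 4647769 to 4648239; 2.31, 2.2e-04), and these 6 calls held under all alternatives that tested them. *dpy-5* and *F41F3.3* have no value under the stricter filter. *dpy-5* had between 16 and 2018 reads per library. Collagen genes (*col-*) were higher in *osm-3* mutants by a median of 1.05 (39 of 40 tested genes higher, 37 past the threshold over all genes; camera, adjusted p = 1.0e-32 over 35 tests), and major sperm protein genes (*msp-*) by 1.32 (9 of 9, all past the threshold; 2.5e-16). Both families kept this direction under all alternatives that tested them (29 for *col-* and 28 for *msp-*, which has no value under the stricter filter), but with the correlation estimated from the data their adjusted p was 0.0746, which was the largest over the alternatives. Near-identical *col-* and *msp-* copies can share reads, so the value of a single member is uncertain. The other families that passed under TM were the *ugt-* genes (median 0.11, 17 of 24 higher, 0.031), which failed with quantile normalization, fry and the estimated correlation, and without WT TM replicate 1 or *osm-3* TM replicate 1, 2 or 3 (adjusted p up to 0.18 without 1 library and 0.0022 to 0.72 over the alternatives).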

**Figure 2—figure supplement 1.**
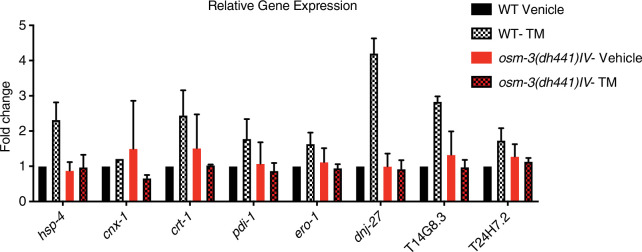
Quantitative PCR measuring relative mRNA expression of indicated genes in WT animals and *osm-3(dh441)IV* mutants after 6 hr of vehicle or TM treatment. Fold change represents mRNA expression levels of the targeted genes normalized to WT treated with vehicle. Data are mean + SEM, n = 2. Figure 2—figure supplement 1—source data 1.Quantitative PCR measuring relative mRNA expression of indicated genes in WT animals and *osm-3(dh441)IV* mutants after 6 hr of vehicle or TM treatment.

One potential explanation for a suppressed UPR^ER^ response in *osm-3* mutants might be a general defect in the stress signaling pathway. To address this possibility, we sought to activate the UPR by alternate means. The ER membrane protein SEL-1/HRD3 is a cofactor of the HRD1 ubiquitin ligase complex involved in ER-associated degradation (ERAD) (Hampton et al., 1996). Using *sel-1* RNAi to inhibit ERAD, we observed a robust activation of the *hsp-4*::GFP reporter, suggesting a functional UPR^ER^ response upon ER stress in *osm-3* mutants (Figure 2D,E, Figure 2—source data 2). We further used DTT treatment to induce ER stress and found normal levels of *hsp-4*::GFP induction and *xbp-1* splicing (Figure 2F, Figure 2—source data 3) in *osm-3* mutants. Together, these observations rule out that the reduced response to TM observed in *osm-3* mutants was due to a defect in UPR signaling.

### TM resistance in *Osm-3* mutants is independent from *Daf-16* or the PMK-1/p38 MAPK pathway

The lifespan extension observed in chemosensory-defective *C. elegans* as well as in *Drosophila* has been shown to be at least partially insulin signaling dependent (Apfeld and Kenyon, 1999; Libert et al., 2007). Therefore, we performed a demographic lifespan analysis to determine the role of the insulin signaling pathway in the lifespan extension of *osm-3* mutants. Indeed, the *osm-3* lifespan extension was fully *daf-16* dependent, as the lifespan of the *osm-3; daf-16* double mutants was identical to the *daf-16* lifespan (Figure 3A, Supplementary file 1). In stark difference to *osm-3* survival, the *osm-3; daf-16* double mutant remained resistant to TM while *daf-16* single mutants do not develop at 10 µg/mL TM (Figure 3B, Figure 3—source data 1). A previous study by Henis-Korenblit et al., 2010 had shown elevated *hsp-4*::GFP levels during *daf-16* knockdown in a *daf-2* mutant. We therefore asked whether the knockdown of *daf-16* would sensitize *osm-3* mutants to TM. Interestingly, knockdown of *daf-16* by RNAi did not elevate the *hsp-4*::GFP response of *osm-3* mutants after TM treatment (Figure 3—figure supplement 1, Figure 3—figure supplement 1—source data 1). Given the links between the insulin signaling pathway and ER stress signaling (Henis-Korenblit et al., 2010; Kyriakakis et al., 2017; Matai et al., 2019; Labbadia and Morimoto, 2014), we were surprised to find that *daf-2* mutants failed to develop on 10 µg/mL TM, while *osm-3* mutants were fully developed (Figure 3—figure supplement 1, Figure 3—figure supplement 1—source data 2). Together, this evidence suggests that the *osm-3* lifespan extension and TM drug resistance are uncoupled and act via independent pathways.

**Figure 3.**
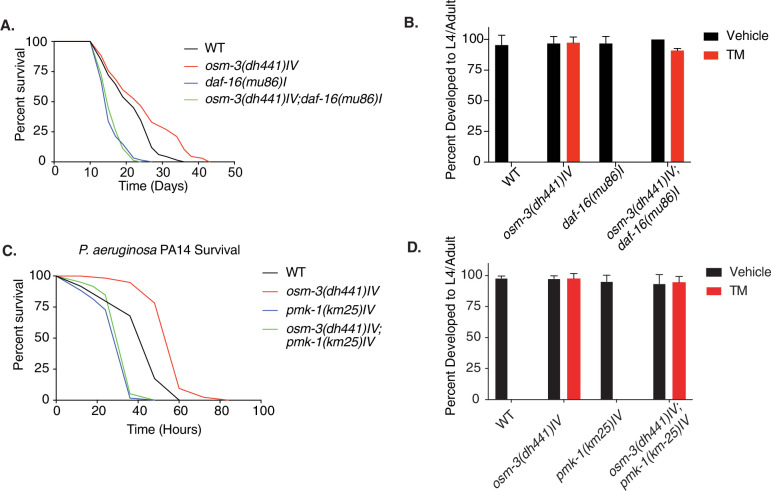
Tunicamycin resistance in *osm-3* mutants is not *daf-16* or *pmk-1* dependent. (**A**) Demographic lifespan analysis of WT, *osm-3(dhh441)IV*, *daf-16(mu86)I* and *osm-3(dh441)IV; daf-16(mu86)I* animals. WT mean lifespan = 22 days, *osm-3(dh441)IV* mean lifespan = 25 days p<0.005 compared to WT, *daf-16(mu86)I* mean lifespan = 16 days p<0.0001 compared to WT, *osm-3(dh441)IV; daf-16(mu86)I* mean lifespan = 16 days p<0.0001 compared to WT. See Supplementary file 1 for statistical analysis. (**B**) Developmental resistance assay using 10 µg/mL TM with WT, *osm-3(dh441) IV*, *daf-16(mu86)I*, and *osm-3(dh441)IV; daf-16(mu86)I* animals. No viable WT or *daf-16(mu86*) animals were observed in the TM condition. Data are mean ± SD (n = 3 independent experiments with >15 scored animals each). (**C**) *Pseudomonas aeruginosa* PA14 survival assay with WT, *osm-3(dh441) IV*, *pmk-1(km25)IV*, and *osm-3(dh441)IV; pmk-1(km25)IV* animals. WT mean survival = 44 hr, *osm-3(dh441)IV* mean survival = 58 hr p<0.001 compared to WT, *pmk-1(km25)IV* mean survival = 31 hr p<0.001 compared to WT, *osm-3(dh441)IV; pmk-1(km25)IV* mean survival = 34 hr p<0.001 compared to WT and p=0.06 compared to *pmk-1(km25)IV*. See Supplementary file 1 for statistical analysis. (**D**) Developmental resistance assay using 10 µg/mL TM with WT, *osm-3(dh441)IV*, *pmk-1(km25)IV*, and *osm-3(dh441)IV; pmk-1(km25)IV* animals. No viable WT or *pmk-1(km-25*) animals were observed in the TM condition. Data are mean ± SD (n = 3 independent experiments with >15 scored animals each). Figure 3—source data 1.Developmental resistance assay using 10 µg/mL TM with WT, *osm-3(dh441)IV, daf-16(mu86)I*, and *osm-3(dh441)IV; daf-16(mu86)I* mutants.(Figure 3B). Figure 3—source data 2.Developmental resistance assay using 10 µg/mL TM with WT, *osm-3(dh441)IV, pmk-1(km25)IV*, and *osm-3(dh441)IV; pmk-1(km25)IV* mutants.(Figure 3D).

**Figure 3—figure supplement 1.**
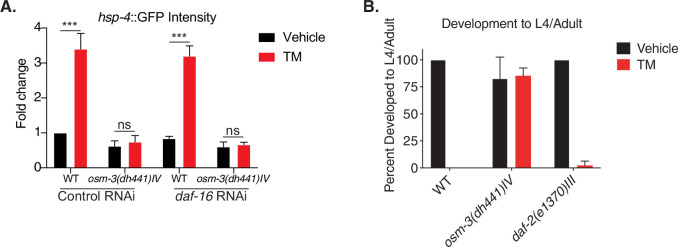
Tunicamycin resistance in *osm-3* mutants is not *daf-16* or *pmk-1* dependent. (**A**) Biosorter analysis of *osm-3(dh441)IV* vs. WT animals in the *hsp-4*::GFP background raised on control or *daf-16* RNAi. Data are mean + SEM, n = 4, ***p<0.0001 by two-way ANOVA. (**B**) Developmental resistance assay using 10 µg/mL TM with WT, *osm-3(dh441)IV* and *daf-2(e1370)III* animals. No viable animals were observed in TM-treated WT. Data are mean + SEM, n = 3. Figure 3—figure supplement 1—source data 1.Biosorter analysis of *osm-3(dh441)IV* vs. WT animals in the *hsp-4*::GFP background raised on control or *daf-16* RNAi.(Figure 3—figure supplement 1). Figure 3—figure supplement 1—source data 2.Developmental resistance assay using 10 µg/mL TM with WT*, osm-3(dh441) IV,* and *daf-2(e1370) III* mutants.(Figure 3—figure supplement 1).

In *C. elegans, Pseudomonas aeruginosa* PA14 is a pathogen that is frequently used to study innate immunity. The PMK-1 p38 mitogen-activated protein kinase (MAPK) pathway as well as UPR^ER^ targets have been implicated in the innate immune response of *C. elegans* during PA14 infection (Richardson et al., 2010; Haskins et al., 2008). Given the role of ER homeostasis in innate immunity and the TM resistance of *osm-3* mutants, we speculated that they would be more robust on PA14 than WT. Indeed, *osm-3* mutants were resistant to PA14, and this increased pathogen resistance was lost upon *pmk-1* knockdown (Figure 3C). With this in mind, we tested whether *pmk-1* mutation could suppress the *osm-3* TM resistance. The *osm-3; pmk-1* double mutant was fully resistant to TM, while the *pmk-1* single mutant was sensitive (Figure 3D, Figure 3—source data 2), demonstrating that TM resistance and *pmk-1* mediated pathogen resistance are uncoupled in *osm-3* mutants. Taken together, insulin signaling and the MAPK pathway, two major stress response pathways in *C. elegans* that have links to ER protein quality control, are not required for TM resistance in *osm-3* mutants.

### NHR-8 and PGPs regulate xenobiotic detoxification and TM resistance in *osm-3* mutants

Given the absence of ER stress in TM-treated *osm-3* mutants along with the genetic separation of TM resistance from insulin or MAPK signaling, we hypothesized that TM might be cleared from worm tissues through xenobiotic detoxification. PGPs are a conserved family of ATP binding cassette (ABC) transporters that locate to the cell membrane (Sangster, 1994) and they are involved in toxin clearance. *C. elegans* have 15 *pgp* genes. Using quantitative PCR, we found a significant upregulation of *pgp-3*, *pgp-5*, *pgp-11*, and *pgp-13* in *osm-3* mutants (Figure 4A). The nuclear hormone receptor NHR-8 has been linked to xenobiotic detoxification and *pgp* regulation in *C. elegans* (Ménez et al., 2019; Lindblom et al., 2001). Indeed, we found that the upregulation of *pgp-3, pgp-5, pgp-11* and *pgp-13*, in *osm-3* mutants, was suppressed in the *osm-3; nhr-8* double mutant (Figure 4A, Figure 4—source data 1). PGP upregulation suggested a role for PGPs in the TM resistance of *osm-3* mutants. Therefore, we tested if RNAi-mediated PGP knockdown in *osm-3* mutants would suppress TM resistance. We focused on the upregulated *pgp-5*, *pgp-11* and *pgp-13,* and on *pgp-8* and *pgp-12*. Interestingly, knockdown of *pgp-5, pgp-11*, and *pgp-12* partially reduced the TM resistance of the *osm-3* mutants (Figure 4B, Figure 4—source data 2). Next, we used verapamil to inhibit PGPs. Verapamil has been used to specifically inhibit PGP activity, re-sensitizing worms to the anthelmintic compound ivermectin (Ménez et al., 2016). Indeed, 1 nM verapamil significantly suppressed development of *osm-3 C. elegans* in the presence of TM, showing no effect on controls without TM (Figure 4C, Figure 4—source data 3). The partial effects of *pgp* knockdown (Figure 4B) and verapamil treatment (Figure 4C) suggest that xenobiotic detoxification is achieved by multiple PGPs, which are likely to be transcriptionally orchestrated by *nhr-8*. This led us to ask whether *osm-3* TM resistance was dependent on NHR-8. Strikingly, the developmental TM assay revealed that the resistance of *osm-3* mutants was largely suppressed in the *osm-3; nhr-8(hd117)IV* double mutant (Figure 4D. Figure 4—source data 4), suggesting that NHR-8 is necessary for *osm-3* TM resistance. As suggested by a role of PGPs in ivermectin resistance, we found that *osm-3* mutants fully developed to adults in the presence of 6 µg/mL ivermectin that is lethal to WT animals (Figure 4E, Figure 4—source data 5). Ivermectin resistance of *osm-3* mutants was suppressed by loss of NHR-8. Dyf *C. elegans* mutants have been independently identified in drug resistance screens (Fujii et al., 2004; Ménez et al., 2016; Dent et al., 2000). Consistent with these findings, we observed that *osm-3* mutants were resistant to 200 nM paraquat, as they fully develop at a concentration that is toxic to WT *C. elegans* (Figure 4F, Figure 4—source data 6). Consistent with a role in xenobiotic detoxification, NHR-8 was required for the paraquat resistance of the *osm-3* mutants (Figure 4F).

**Figure 4.**
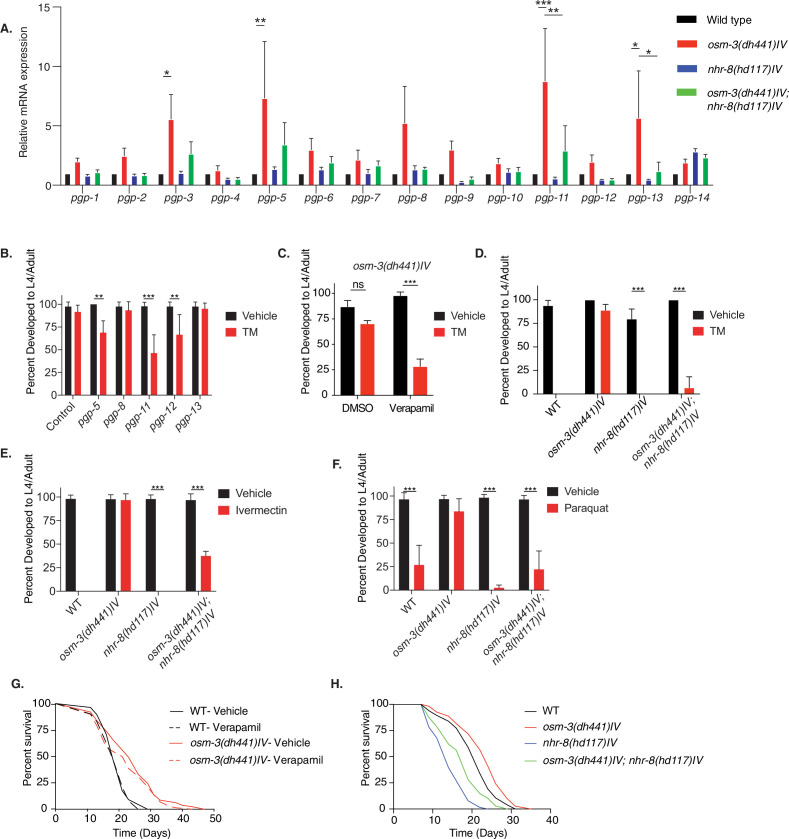
*nhr-8* signaling regulates xenobiotic detoxification response through PGPs. (**A**) Quantitative PCR measuring relative PGP mRNA expression in WT, *osm-3(dh441)IV*, *nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals. Relative mRNA expression is mRNA expression levels normalized to WT. There was no TM treatment. Data are mean + SEM, n = 3, *p<0.05, **p<0.001, ***p<0.0001 by two-way ANOVA. (**B**) Developmental TM resistance assay using 10 µg/mL TM and the indicated RNAi treatments with *osm-3(dh441)IV* mutants. Data are mean + SD, n = 3, **p<0.05, ***p<0.001 by two-way ANOVA. (**C**) Developmental TM resistance assay using the PGP inhibitor verapamil (VPL) using 10 µg/mL TM supplemented with vehicle or 1 nM VPL. Data are mean + SD, n = 3, ***p<0.001 by two-way ANOVA. (**D**) Developmental TM resistance assay on 10 µg/mL TM and control with WT, *osm-3(dh441)IV*, *nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals. Data are mean + SD, n = 3, *p<0.05, ***p<0.0001 by t-test. (**E**) Developmental ivermectin resistance assay of WT, *osm-3(dh441)IV*, *nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals using 6 ng/mL ivermectin and vehicle control. Data are mean + SD, n = 3, ***p<0.001 by two-way ANOVA. (**F**) Developmental paraquat resistance assay of WT, *osm-3(dh441)IV*, *nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals using 0.2 mM paraquat and vehicle control. Data are mean + SD, n = 3, ***p<0.001 by two-way ANOVA. (**G**) Demographic lifespan analysis on vehicle and verapamil-treated WT and *osm-3(dh441)IV* worms. Vehicle treated.WT mean lifespan = 19 days; *osm-3(dh441)IV* mean lifespan = 24 days p<0.0001 compared to WT vehicle. verapamil treated.WT mean lifespan = 19 days; *osm-3(dh441)IV* mean lifespan = 22 days, p<0.005 compared to WT Vehicle. (**H**) Demographic lifespan analysis of WT, *osm-3(dh441)IV, nhr-8(hd117)IV*, and *osm-3(dh441)IV;nhr-8(hd117)IV* animals. WT mean lifespan = 22 days, *osm-3(dh441)IV* mean lifespan = 24 days p<0.0001 compared to WT, *nhr-8(hd117)IV* mean lifespan = *14* p<0.0001 compared to WT*, osm-3(dh441)IV; nhr-8(hd117)IV* mean lifespan = 19 days p<0.0001 compared to WT. Figure 4—source data 1.Quantitative PCR measuring relative PGP mRNA expression in WT, *osm-3(dh441)IV, nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals (Figure 4A). Figure 4—source data 2.Developmental TM resistance assay using 10 µg/mL TM and the indicated PGPs RNAi treatment.(Figure 4B). Figure 4—source data 3.Developmental TM resistance assay using the PGP inhibitor verapamil (VPL) using 10 µg/mL TM supplemented with vehicle or 1 nM VPL.(Figure 4C). Figure 4—source data 4.Developmental TM resistance assay on 10 µg/mL TM and control with WT, *osm-3(dh441)IV, nhr-8(hd117)IV* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals (Figure 4D). Figure 4—source data 5.Developmental ivermectin resistance assay of WT, *osm-3(dh441)IV, nhr-8(hd117)IV* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals using 6 ng/mL ivermectin and vehicle control (Figure 4E). Figure 4—source data 6.Developmental paraquat resistance assay of WT, *osm-3(dh441)IV, nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals using 0.2 mM paraquat and vehicle control (Figure 4F).

**Figure 4—figure supplement 1.**
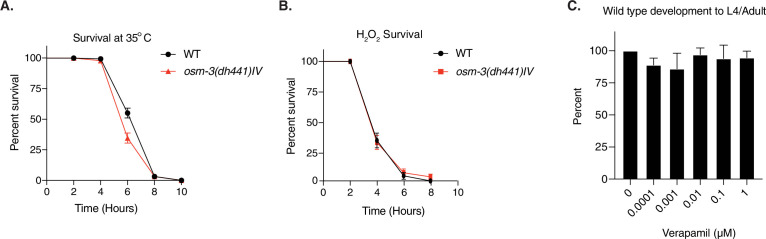
*nhr-8* signaling regulates xenobiotic detoxification response through PGPs. (**A**) Heat shock assay at 35°C in WT and *osm-3(dh441)IV* animals on day 1 of adulthood. See Supplementary file 1 for statistical analysis. (**B**) Hydrogen peroxide survival assay using 1 µM H_2_O_2_ on day 1 of adulthood in WT and *osm-3(dh441)IV* animals. See Supplementary file 1 for statistical analysis. (**C**) WT development on 0–1 µM Verapamil. No significant difference in development. Data are mean ± SD (n = 3 independent experiments with >9 scored animals each). Figure 4—figure supplement 1—source data 1.Heat shock assay at 35 °C in WT and *osm-3(dh441)IV* animals on day 1 of adulthood.(Figure 4—figure supplement 1). Figure 4—figure supplement 1—source data 2.Hydrogen peroxide survival assay using 1 mM H2O2 on day 1 of adulthood in WT and *osm-3(dh441)IV* animals.(Figure 4—figure supplement 1). Figure 4—figure supplement 1—source data 3.WT development on 0–1 µM Verapamil.(Figure 4—figure supplement 1).

We next reasoned that resistance of *osm-3* mutants should be limited to chemical stressors that can be eliminated by xenobiotic detoxification. We thus tested heat stress and hydrogen peroxide (H_2_O_2_) induced oxidative stress. Paraquat and hydrogen peroxide are both oxidative stressors, but paraquat acts indirectly via the mitochondria (Castello et al., 2007), while hydrogen peroxide is a primary cause for oxidative damage. When challenged with heat or hydrogen peroxide, *osm-3* mutants showed no difference to WT animals, suggesting that *osm-3* mutants are not resistant to these non-xenobiotic stressors (Figure 4—figure supplement 1A, B, Figure 4—figure supplement 1—source data 1 and Figure 4—figure supplement 1—source data 2).

Given the involvement of PGP-dependent xenobiotic detoxification in TM resistance of *osm-3* mutants, we wondered about its role in the longevity of *osm-3* mutants. Notably, verapamil did not shorten *osm-3* lifespan (Figure 4G). Moreover, verapamil did not affect WT lifespan (Figure 4G and Supplementary file 1) and had no visible effect on WT development (Figure 4—figure supplement 1C, Figure 4—figure supplement 1—source data 3). Finally, we tested a possible role of NHR-8 in *osm-3* longevity. While *nhr-8* mutation shortens lifespan, the *osm-3* mutation extended both WT and *nhr-8* survival to a similar degree (Figure 4H). Together, these data support the conclusion that the xenobiotic stress resistance and longevity phenotypes of *osm-3* mutants are mediated by independent pathways.

### Sterol signals modulate TM resistance

We aimed to further understand the systemic signals that control xenobiotic detoxification of TM. The NHR-8 ligand remains unknown, but is likely a sterol molecule derived from cholesterol metabolism (Magner et al., 2013). We thus tested the role of cholesterol in TM resistance and found that omitting cholesterol from the culture plates for one generation leads to TM hypersensitivity in both WT and *osm-3* animals (Figure 5A, Figure 5—source data 1). To specifically assess a role of cholesterol-derived signals in TM resistance, we used the *hsp-4*::GFP reporter and found that high cholesterol significantly reduced TM-induced ER stress (Figure 5B, Figure 5—source data 2). Developmental cholesterol dose–response assays in the presence of TM confirmed that WT TM resistance is cholesterol dependent. In *nhr-8* and *osm-3; nhr-8* double mutants, however, cholesterol treatment failed to protect from TM toxicity (Figure 5C, Figure 5—source data 3). This demonstrates a key role of NHR-8 in mediating TM resistance downstream of sterol signals.

**Figure 5.**
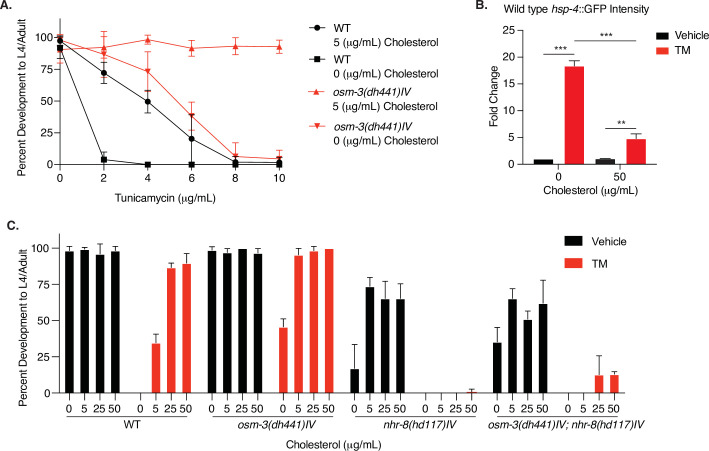
Cholesterol modulates TM resistance through NHR-8. (**A**) Developmental dose–response TM resistance assay using the indicated TM concentrations with WT animals and *osm-3(dh441)IV* mutants raised on 0 or 5 µg/mL cholesterol. Data are mean ± SD (n = 5 independent experiments with >15 scored animals each). (**B**) Biosorter analysis of WT animals with the *hsp-4*::GFP reporter raised on 0 or 50 µg/mL cholesterol after 6 hr of vehicle or 5 µg/mL TM treatment. Data are mean + SEM, n = 3, *p<0.05, ***p<0.0001 by two-way ANOVA. (**C**) Cholesterol dose–response developmental assay with WT, *osm-3(dh441)IV*, *nhr-8(hd117)IV,* and *osm-3(dh441)IV; nhr-8(hd117)IV* animals on vehicle or 5 µg/mL TM. Data are mean ± SD (n = 3 independent experiments with >15 scored animals each). Figure 5—source data 1.Developmental dose–response TM resistance assay using the indicated TM concentrations with WT animals and *osm-3(dh441)IV* mutants raised on 0 or 5 µg/mL cholesterol.(Figure 5A). Figure 5—source data 2.Biosorter analysis of WT animals with the hsp-4::GFP reporter raised on 0 or 50 µg/mL cholesterol after 6 hr of vehicle or 5 µg/mL TM treatment.(Figure 5B). Figure 5—source data 3.Cholesterol dose–response developmental assay with WT, *osm-3(dh441)IV, nhr-8(hd117)IV, and osm-3(dh441)IV; nhr-8(hd117)IV* animals on vehicle or 5 µg/mL TM.(Figure 5C).

## Discussion

In this study, we found that *osm-3* mutants as well as other long-lived Dyf mutants are resistant to the ER toxin TM. Instead of an activated stress signaling status that might explain the TM resistance, *osm-3* Dyf mutants show no UPR^ER^ induction upon TM treatment. Consistent with previous findings (Apfeld and Kenyon, 1999), the lifespan extension of *osm-3* was *daf-16* dependent. Despite the established link between the insulin signaling pathway and stress resistance, the TM resistance in *osm-3* mutants was not insulin signaling dependent. Furthermore, *osm-3* mutants were pathogen resistant, and this resistance was fully dependent on the PMK-1/p38 MAPK pathway. We were surprised that neither of the two pathways weakened the TM resistance phenotype. Dyf *C. elegans* drug resistance is not specific to TM, as we also observed resistance to paraquat and ivermectin. While paraquat and ivermectin resistance have been previously reported in Dyf mutants (Dent et al., 2000; Fujii et al., 2004; Ménez et al., 2016), no studies have demonstrated similar resistance mechanisms in Dyf *C. elegans* mutants to TM. Our findings link drug resistance to increased PGP expression in Dyf worms, suggesting a causal role of xenobiotic detoxification in the drug resistance phenotype. Importantly, we found that the regulation of a subset of PGPs is mediated by the nuclear hormone receptor NHR-8. Genetic or pharmacological PGP inhibition, as well as loss of *nhr-8* significantly resensitized *osm-3* mutants to TM, ivermectin, and paraquat. Potential NHR-8 ligands are derived from cholesterol (Magner et al., 2013), and we observed that WT development on lower TM concentrations was strongly cholesterol and NHR-8 dependent.

Given that improved protein homeostasis is one of the cellular hallmarks of longevity (López-Otín et al., 2013), we presumed that selection for TM resistance would serve as a proxy phenotype for longevity given that TM specifically targets ER protein folding. More specifically, we expected that high fidelity ER protein quality control would be the driver of longevity in these mutants. Previous findings describing increased hexosamine biosynthetic pathway flux (Denzel et al., 2014) or constitutive XBP-1 activation Taylor and Dillin, 2013 have linked protein homeostasis to longevity and stress resistance (Denzel and Antebi, 2015); therefore, the connection between TM resistance and longevity seemed apparent. Given that Dyf mutants are resistant to pathogenic bacteria through enhanced ER homeostasis, we speculated that TM resistance might serve as a proxy phenotype for pathogen resistance. Contrary to that, we found that TM resistance is a consequence of xenobiotic detoxification via PGPs, and NHR-8 regulated control of PGPs was not involved in the longevity of *osm-3* mutants. *pmk-1,* and *daf-16* were required for pathogen resistance and longevity, respectively, but not for the drug resistance of *osm-3* mutants. Together, these findings demonstrate that the three phenotypes of *osm-3* mutants (i.e. xenobiotic resistance, longevity, and protection from pathogens) are independent and controlled by separable genetic pathways. Our observations thus support a model in which the chemosensation defect activates a number of parallel pathways that are responsible for the distinct phenotypes of *osm-3* mutants.

Adding another dimension to the cell-nonautonomous regulation of innate immunity (Aballay, 2013), we propose that the nervous system regulates systemic xenobiotic detoxification in *C. elegans*, likely through a sterol ligand. Our data suggest that mutants with defective amphid neurons have increased PGP expression. Several PGPs have been shown to be expressed in non-neuronal tissue (Lincke et al., 1993; Sheps et al., 2004). Moreover, we found that PGP expression is regulated by *nhr-8*, which has also been shown to be expressed in the intestine of *C. elegans* (Magner et al., 2013). Combining this previous information with our finding that Dyf mutants are resistant to several uniquely toxic drugs, we conclude that neuronal signaling controls drug resistance through nuclear hormone signaling. Based on our results, we cannot make conclusions about the sterol metabolism involved in the production of a putative NHR-8 ligand and we cannot make direct conclusions about PGP regulation by sterols. Given our observation that supplementation with cholesterol is itself sufficient for TM resistance in WT worms, it is now important to investigate the link between neuronal states and the specific cholesterol-derived signal that drives these drug resistance phenotypes.

PGPs are likely regulated in *C. elegans* to help them combat toxins found in their natural habitat. Toxic metabolites are undoubtedly common in the soil where *C. elegans* are found. The drugs used in our study, ivermectin (a derivative of avermectin) (Burg et al., 1979) and TM, were first discovered as antibiotics that are produced by soil bacteria (Takatsuki et al., 1971). Because *C. elegans* have no adaptive immune response, having PGPs as part of their innate immune system allows them to clear toxic molecules they may encounter in the wild. While Dyf mutants likely do not occur in the wild, our data nonetheless demonstrate a link between environmental sensing and drug resistance.

In humans, PGPs have been implicated in drug resistant malignancies (Lehne, 2000). Using *C. elegans* as a tool to study the cross talk between tissues, one might be able to better understand how extracellular signaling drives ABC transporter expression in chemotherapy-resistant cancer. Further studies in cell culture might also characterize TM, as well as other toxic metabolites, as substrates for *C. elegans* PGPs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background(*E. coli*)	HT115 [*L4440::sel-1*]	Source Bioscience	CELE_F45D3.5	Ahringer RNAi library
Strain, strain background(*E. coli*)	HT115 [*L4440::daf-16*]	Source Bioscience	CELE_R13H8.1	Ahringer RNAi library
Strain, strain background(*E. coli*)	HT115 [*L4440::pgp-5*]	Source Bioscience	CELE_C05A9.1	Ahringer RNAi library
Strain, strain background(*E. coli*)	HT115 [*L4440::pgp-8*]	Source Bioscience	CELE_T21E8.3	Ahringer RNAi library
Strain, strain background(*E. coli*)	HT115 [*L4440::pgp11*]	Source Bioscience	CELE_DH11.3	Ahringer RNAi library
Strain, strain background(*E. coli*)	HT115 [*L4440::pgp-12*]	Source Bioscience	CELE_F22E10.1	Ahringer RNAi library
Strain, strain background(*E. coli*)	HT115 [*L4440::pgp-13*]	Source Bioscience	CELE_F22E10.2	Ahringer RNAi library
Genetic reagent(*C. elegans*)	*osm-3(dh441)IV*	Other	AA1962	available from A. Antebi or M.S. Denzel
Genetic reagent(*C. elegans*)	*daf-16(mu86)I*	CGC	CF1038	
Genetic reagent(*C. elegans*)	*pmk-1(km25)IV*	CGC	KU25	
Genetic reagent(*C. elegans*)	*osm-3(dh441)IV; nhr-8(hd117)IV*	This paper	MSD420	available from M.S. Denzel
Genetic reagent(*C. elegans*)	*osm-3(dh441)IV; daf-16(mu86)I*	This paper	MSD422	available from M.S. Denzel
Genetic reagent(*C. elegans*)	*osm-3(dh441)IV; pmk-1(km25)IV*	This paper	MSD423	available from M.S. Denzel
Genetic reagent(*C. elegans*)	*odr-1(n1936)X*	CGC	CX2065	
Genetic reagent(*C. elegans*)	*odr-3(n2150)V*	CGC	CX2205	
Genetic reagent(*C. elegans*)	*osm-6(p811)V*	CGC	PR811	
Genetic reagent(*C. elegans*)	*tax-4(p678)III*	CGC	PR678	
Genetic reagent(*C. elegans*)	*nhr-8(hd117)IV*	other	AA968	available from A. Antebi or M.S. Denzel
Genetic reagent(*C. elegans*)	*N2; dhEx451(nhr-8::gfp; coel::RFP*)	CGC	AA1027	
Genetic reagent(*C. elegans*)	*osm-3(dh441)IV; zcIs4 [hsp-4::GFP]V*	other	AA2774	available from A. Antebi or M.S. Denzel
Genetic reagent(*C. elegans*)	*zcIs4[hsp-4::GFP]V*	CGC	SJ4005	
Genetic reagent(*C. elegans*)	*che-11(e1810)V*	CGC	CB3330	
Genetic reagent(*C. elegans*)	*daf-10(e1387)IV*	CGC	CB1387	
Genetic reagent(*C. elegans*)	*osm-1(p808)X*	CGC	PR808	
Genetic reagent(*C. elegans*)	*dyf-1(mn335)I*	CGC	SP1205	
Genetic reagent(*C. elegans*)	*che-2(e1033)X*	CGC	CB1033	
Genetic reagent(*C. elegans*)	*osm-5(p813)X*	CGC	PR813	
Commercial assay or kit	Direct-zol RNA Microprep	Zymo Research	R2060	
Commercial assay or kit	SMARTer Stranded RNA-Seq HT Kit	Takara	634,838	
Commercial assay or kit	Ribo-zero Gold kit	Illumina	MRZG12324	
Chemical compound, drug	Tunicamycin	Calbiochem	CAS 11089-65-9	
Chemical compound, drug	Dithiothreitol	Sigma-Aldrich	CAS 3483-12-3	
Chemical compound, drug	Methyl viologen dichloride hydrate	Sigma-Aldrich	CAS 75365-73-0	Paraquat
Chemical compound, drug	Ivermectin	Sigma-Aldrich	CAS 70288-86-7	
Chemical compound, drug	Verapamil hydrochloride	Sigma-Aldrich	CAS 152-11-4	
Chemical compound, drug	Cholesterol	Sigma-Aldrich	CAS 57-88-5	
Chemical compound, drug	1,1′-Dioctadecyl-3,3,3′,3′- tetramethylindocarbo cyanine perchlorate	Sigma-Aldrich	CAS 41085-99-8	DiI
Software, algorithm	R statistical software	cran.r-project.org	DESeq2 1.16.1	PMID.25516281
Other	Reference Genome	ENSEMBL	WBCel235	

### Worm maintenance

*C. elegans* nematodes were cultured using standard husbandry methods at 20 °C on nematode growth media (NGM) agar plates seeded with *E. coli* strain OP50 unless otherwise stated (Brenner, 1974).

### Dye filling assay in *C. elegans*

The dye filling assay was performed on a synchronized population of day one adults. Forty to 60 adult worms were placed in M9 containing 10 µg/mL DiI. They were left at room temperature for 2 hr in the staining medium, then transferred to NGM plates seeded with *E. coli* OP50. The worms were then allowed to crawl on the food for 1 hr to allow for the dye to be cleared from the gut. The worms were scored for dye filling using a Leica SPX-8 confocal microscope or a Leica fluorescent stereo-microscope. Images were taken using the confocal microscope.

### Drug resistance assays

NGM plates containing either TM, paraquat, or ivermectin were used in developmental assays to test for resistance. To this end, we performed a 4 hr egg lay on NGM plates at room temperature, then transferred the eggs to control and drug containing plates, and recorded the number of eggs per plate. After incubation for 4 days at 20°C, plates were scored by counting the total number of L4 larvae or adults on each plate. Paraquat plates were prepared by adding 1 M methyl viologen dichloride (paraquat) directly onto seeded NGM plates for a final concentration of 200 µM and allowed to dry immediately before use. Ivermectin plates were prepared by adding ivermectin directly to the NGM medium at a final concentration of 6 μg/mL before pouring the plates. Modified NGM plates containing no cholesterol were made by using standard NGM without the addition of cholesterol. NGM agar plates containing 5, 25, or 50 µg/mL Cholesterol were used for development when specifically stated. These modified NGM plates were then supplemented with drugs as described above. All of the drug development assays were performed using *E. coli* OP50 or *E. coli* HT115 bacteria. For the TM RNAi experiments (Figure 4B), animals were cultured for one generation on *pgp-5*, *pgp-8, pgp-11, pgp-12,* or *pgp-13* RNAi supplemented with DMSO. The offspring was placed on RNAi plates supplemented with 10 µg/mL TM.

### ER stress quantification

Synchronized day one adults were transferred to control and TM containing NGM plates seeded with OP50. After 6 hr of stress induction, *hsp-4*::GFP levels were measured by large particle flow cytometry in both the WT and *osm-3(dh441)IV* background using the Union Biometrica Biosorter and imaged using a Leica fluorescent stereo-microscope. For RNAi experiments, animals were raised on control and *daf-16* or *sel-1* RNAi. Synchronized day one adults were transferred to vehicle or TM containing plates seeded with control or experimental RNAi. After 6 hr of stress, GFP levels were measured using the Biosorter. GFP values were normalized to time of flight. At least 100 animals were analyzed per condition. For RNA isolation, day one adults were treated with 10 mM DTT in S Basal buffer containing *E. coli* OP50 for 2 hr and then snap frozen.

### Quantitative PCR

For ER stress induction day one adults were washed from their plates and transferred to either control or TM containing plates, where they were incubated for 6 hr. The animals were then washed off using M9 and snap frozen in trizol. Unstressed synchronized animals were collected at day 1 of adult hood for RNA extraction. RNA was prepared using Zymo Research Direct-zol RNA Microprep kit. SYBR green was used to perform quantitative PCR (RT-qPCR). See Supplementary file 2 for list of qPCR primers used in this study. Primer efficiency was tested and was always above 90% and below 110%.

### Lifespan analysis

Adult lifespan analysis was performed at 20°C on mutant and WT *C. elegans*. The animals were synchronized in a 4-hr egg lay. Animals were scored as dead or alive every second day until the end of the experiment. Animals were transferred every day for the first 7 days. Statistical analysis on the Kaplan–Meier survival curves was performed using Microsoft Excel. See Supplementary file 1 for lifespan statistics. Each survival experiment was performed at least twice.

### Hydrogen peroxide survival assay

One molar hydrogen peroxide (H_2_O_2_) was added to unseeded NGM plates to a final concentration of 1 µM and allowed to dry for several minutes. Synchronized day one adults were then transferred onto the plates and incubated at 25°C. The animals were then scored every 2 hr for survival. Twenty to 50 animals were used in each experimental condition.

### Pathogenic bacteria survival assay

The *P. aeruginosa* strain PA14 was grown in LB media and seeded onto high peptone NGM plates and incubated for 12 hr at 37 °C immediately before the start of the experiment. Day one animals were first transferred to unseeded NGM plates to crawl around the plate and remove any excess *E. coli* OP50 off of their bodies. They were then transferred to the PA14 containing plates and incubated at 25°C. The animals were scored every 12 hr until all animals were dead. At least 75 animals were used in each experimental condition.

### Heat stress survival assay

Day one synchronized *C. elegans* were transferred to fresh NGM plates seeded with *E. coli* OP50. These plates were transferred to a 35°C incubator, where they were evenly distributed throughout the incubator to ensure even heat exposure. The plates were scored for live worms every 2 hr until all of the worms were dead. Twenty to 50 animals were used in each experimental condition.

### Sample collection and RNA purification for sequencing

For RNA sequencing, we used day one adults that were hatched within 1 hr. To achieve this synchronization, we washed all adults and larvae of plates with M9 and allowed the eggs on hatch for 1 hr. The freshly hatched L1 larvae were then washed off and transferred to fresh plates seeded with OP50 and incubated at 20°C until they developed to adults. At day 1 of adulthood, animals were washed from their plates and transferred to either control or TM containing plates, where they were incubated for 6 hr. The animals were then washed off using M9 and snap frozen in trizol. All biological replicates were collected and prepared using a snaking collection method to reduce batch effects. Total RNA was purified using Zymo Research Direct-zol RNA Microprep kit.

### RNA-Seq library preparation

RNA quality was assessed using Agilent’s Bioanalyzer platform, and samples with RIN >9 were used for library construction. 2.5 µg of total RNA was subjected to ribosomal RNA (rRNA) depletion using the Illumina’s Ribo-zero Gold kit (Illumina), according to the manufacturer’s protocol. Strand specific RNA-seq libraries were then constructed using the SMARTer Stranded RNA-Seq HT Kit (Clontech #634839), according to the manufacturer’s protocol. Based on rRNA-depleted input amount, 15 cycles of amplification were performed to generate RNA-seq libraries. Paired-end 150 bp reads were sent for sequencing on the Illumina HiSeq-Xten platform at the Novogene Corporation (USA). The resulting data was then analyzed with a standardized RNA-seq data analysis pipeline (described below).

RNA-seq analysis pipeline cDNA sequences of worm genes were obtained through ENSEMBL Biomart for the WBCel235 build of the *C. elegans* genome (Ensemble release v94; accessed 2018-12-03). Trimmed reads were mapped to this reference using kallisto 0.43.0–1 and the –fr-stranded option (Bray et al., 2016). All subsequent analyses were performed in the R statistical software (https://cran.r-project.org/). Read counts were imported into R and summarized at the gene level. Differential gene expression was estimated using the ‘DESeq2’ R package (DESeq2 1.16.1). DAVID analysis (version 6.8) was performed to identify significantly enriched GO terms.

### Developmental verapamil resistance assay and lifespan analysis

Plates containing 10 µg/mL TM were supplemented with 1 nM verapamil by adding verapamil solved in DMSO onto the plates. Plates were allowed to dry for 6 hr before eggs were transferred to them to determine developmental resistance to TM. Plates were then scored after 4 days to determine the relative number of L4 larvae or adults. Lifespan assays were performed as above; however, the animals were transferred to fresh verapamil containing plates every second day for the whole lifespan assay. Twenty to 50 animals were used in each experimental condition.

## Data Availability

Raw sequencing data were deposited to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE144675. The following dataset was generated: DenzelMS BenayounBA GuerreroGA 2020NHR-8 regulated P-glycoproteins uncouple xenobiotic stress resistance from longevity in chemosensory *C. elegans* mutantsNCBI Gene Expression OmnibusGSE14467510.7554/eLife.53174PMC846025334448454

# Supplementary material for: NHR-8 and P-glycoproteins uncouple xenobiotic resistance from longevity in chemosensory C. elegans mutants
**Source:** eLife. 2021 Aug 27;10:e53174. doi: 10.7554/eLife.53174
**Supplement:** Supplementary file 1.

**Supplementary File 1: Lifespan analysis**

# Supplementary material for: NHR-8 and P-glycoproteins uncouple xenobiotic resistance from longevity in chemosensory C. elegans mutants
**Source:** eLife. 2021 Aug 27;10:e53174. doi: 10.7554/eLife.53174
**Supplement:** Supplementary file 2.

**Supplementary File 2: List of qPCR primers used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

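RNA had been sequenced from 16 libraries of *C. elegans*, 4 groups of 4 replicates: WT animals and *osm-3(dh441)* mutants, each on control plates (vehicle) and on plates with 10 µg/mL TM for 6 hr from day 1 of adulthood. The authors trimmed the reads, mapped them with kallisto 0.43.0 to the cDNA sequences of Ensembl release 94, summed the counts per gene in R and analysed them with DESeq2 1.16.1. They deposited 1 table of variance-stabilized values on the log2 scale for all 16 libraries, and for each of 4 comparisons a table with the mean normalized count, the log2 fold change, its standard error, the test statistic (a score), the p-value and the adjusted p-value. How the transformation was called is not stated in the methods. The mean counts in each table are means over the 8 libraries of the 2 groups it compares. The authors' GO analysis used DAVID 6.8 and was not repeated here, since no GO annotation was used here, and fixed gene lists stood in for the GO terms.

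The log2 values were converted back to reads. The deposited transformation was inverted for each library, and 100% of the values came out within 0.01 of a whole number, with a largest distance of 6.8e-09. Size factors recomputed from these reads as medians of ratios over all 8348 listed genes equalled the recovered ones. The lowest value is a count of 0. Totals on named genes ran from 4173301 to 8144875 reads per library, 0.177% to 0.531% of the reads carried no gene name, and the 10 largest genes took 12.2% to 18.4%. No library duplicated another (lowest chi-square per degree of freedom between 2 libraries 4.17). Of the 8348 entries, 1 had no gene name and 8245 were matched to Ensembl annotation release 115, 7309 by name, 760 by sequence name and 176 by name tables, while 102 were not matched. Genes with sequence names from F46 on are nearly absent from the values used here, *osm-3* among them, so 3 of the 7 genes the paper names singly, 2 of its 8 UPR genes measured by RT-qPCR after TM and 12 of the 24 ER list genes were analysed here.

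Differences were tested in R 4.3.3 with limma 3.58.1 (eBayes with a trend of the variance over the mean) on the log2 values, with a mean for each of the 4 groups and 12 residual degrees of freedom, over the 4115 genes with a mean at least 1 log2 unit above the lowest value. The contrasts were TM minus vehicle in WT animals, TM minus vehicle in *osm-3* mutants, *osm-3* minus WT under TM, *osm-3* minus WT under vehicle, and the difference between the TM responses of the 2 genotypes. Tests were two-sided, p-values were adjusted by the method of Benjamini and Hochberg over the genes tested, and the threshold was an adjusted p of 0.05. Gene lists and families were tested with camera at a preset correlation of 0.01, adjusted over 15 tests of lists and 35 tests of families. The lists were the UPR genes of the paper's RT-qPCR after TM, 24 other ER folding and UPR genes, and 10 *pgp* genes. The last list holds only *pgp* genes present in the values used here, not all *pgp* genes of the worm. The families were genes with the prefixes *col-*, *msp-*, *cyp-*, *ugt-*, *gst-*, *clec-* and *vit-*, while 0 genes of the *hsp-16* family were listed. For tests of single explanations, lists of germline genes (15 listed, 9 used) and of molting genes (15 listed, 3 used) were compared with 10000 random lists of genes of like expression. Named in the text are the genes the paper names in its RNA and knockdown experiments, the genes of the lists, and for each contrast between 2 groups the 3 largest increases and the 3 largest decreases among genes past the threshold whose 4 libraries did not overlap. The contrasts, the RT-qPCR, ER and *pgp* lists, the families, the thresholds and, except where stated, the alternatives below were set before the data were examined. The RT-qPCR values of the paper's source data had been seen by then. The tests of germline and molting genes were chosen after the results were seen.

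The alternatives were no filter, a filter at 3 log2 units, only the groups compared, the replicate number as a block, eBayes without trend, robust eBayes, weights for each library, quantile normalization, centring each library on its median, log2 of the normalized count plus 1, and leaving out each library, and for sets fry and camera with the correlation estimated from the data. Limma voom on the recovered reads with the authors' size factors, and a correction for transcript length (a loess trend of each library's deviation from the gene mean over exon length, subtracted), were chosen after seeing the data. Comparisons were repeated on other splits of the libraries, all 35 for 2 groups and 100 drawn at random for the difference between responses. For that difference, 100 splits that part all same-number pairs and all 35 splits of the 8 differences between TM and vehicle among the genotypes were added after seeing the data. The deviations of libraries with the same replicate number from their group means correlated at 0.25 to 0.58 between vehicle and TM in WT animals, 0.33 to 0.86 in *osm-3* mutants, 0.18 to 0.50 between the genotypes under vehicle and −0.040 to 0.64 under TM. By these values the numbers pair the libraries, but between the genotypes under TM only for replicates 2 and 3. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for tables, exact tests and figures.

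The procedure was tested on simulated data with the depth of these libraries, in which 199 of 4139 genes were changed. A set of 12 others was raised together by 0.5 log2 units. Among the 199 genes, the procedure called 34.3% of those changed by 0.5 log2 units, 92.5% of those changed by 1 and 98.5% of those changed by 2. Of its calls 6.59% were on unchanged genes. The fitted change was 82.7% of the simulated one at 2 log2 units, since the transformation compresses low counts. In 2 contrasts without simulated changes the procedure called 1 and 0 genes. The simulated counts were independent, with no factor shared by replicate number and no deviating library. These rates therefore need not hold for the real libraries.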

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

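The tests of the reads in WT TM replicate 4, the comparison of the genes raised in WT animals with genes of like expression, the tests for younger worms and of germline genes, and, for the difference between the responses, the splits of the collagens, those that part all pairs and those of the pairs between the genotypes were chosen after the results were seen, as were the alternatives voom and length correction.

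In 52 groups of 4 libraries examined, 5 had 1 library far from the other 3 by Dixon's test, where chance gives about 1 in 20 groups. These were WT TM replicate 2, in which the 10 largest genes took 12.2% of the reads; *osm-3* vehicle replicate 3, with 4173301 reads in all; WT TM replicate 4, with a mean of 6.01 reads on genes nearly without reads in the other libraries; WT vehicle replicate 2, with 0.799 by the same measure; and *osm-3* vehicle replicate 2, in which *pdi-1* had a value of 12.20. Without *osm-3* vehicle replicate 2, *pdi-1* under vehicle was 0.061 higher in *osm-3* mutants than in WT animals, against −0.013 with it. The design gives no biological explanation for single libraries, and none was tested.

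WT TM replicate 4 had reads on 92.6% of the genes that the other libraries nearly lacked, where those had them on 19.9% to 50.8%, and means of 0.26 to 1.00. A deeper library is argued against by its total of 6673924 reads, the lowest of its group. Reads from another library of this series are argued against because it held more reads than the other 15 libraries together on 366 of 1188 such genes (30.8%), against at most 0.305% for any other library. Reads spread over genes by length, as from genomic DNA, remain a candidate explanation: its reads on these genes followed exon length with a rank correlation of 0.237 (permutation p = 1e-04, the smallest that 10000 permutations can give), while the other libraries had −0.082 to 0.059. Without this library TM changed 161 genes in WT animals, against 64 with it.

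The TM response differed between *osm-3* mutants and WT animals for 20 genes, and for the UPR genes of the paper's RT-qPCR (median −0.75), the ER list (−0.47) and the collagens (0.68, 40 of 40 genes higher in *osm-3*; past the threshold with camera, 0.074 with fry and 0.0746 with the estimated correlation, the largest over the alternatives). With TM and vehicle relabelled within the genotypes, 2 of 100 splits gave as many genes, 1 of 100 as large a median of the RT-qPCR genes, 2 of 100 of the ER list and 1 of 100 of the collagens. Among 100 splits that part all pairs the numbers were 6, 4, 8 and 1. In the other splits with as many genes the WT libraries all kept their real groups and thus the WT response, so such splits are no reference for equal responses. The differences between TM and vehicle of the 8 pairs were therefore split between the genotypes. This fit called 66 genes, against at most 7 in the other splits, and the medians of the RT-qPCR genes (at most 0.52 in the others), the ER list (0.38) and the collagens (0.46) were also the largest of 35. Chance in the grouping is argued against for these but not excluded, since 1 of 35 is the smallest share these splits can give. Without 1 library the count ranged from 10 to 27, and the libraries are named with the counts above. After the length correction the difference was 18 genes for the count and −0.47 for the ER list, so transcript length may account for little of it. With TM the collagens fell in WT animals (median −0.31, 39 of 40 lower) and rose in *osm-3* mutants (0.21, 31 of 40 higher). Both passed with camera, but neither with fry or the estimated correlation. A smaller response of the same kind would not turn a fall into a rise, but with these calls this is not decided. A weaker response of *osm-3* mutants to TM, less TM inside them, and other states of the worms at collection are biological explanations that these RNA values leave open and do not tell apart. From *sel-1* RNAi and DTT, which raised *hsp-4* in *osm-3* mutants, the paper rules out defective UPR signaling. From its PGP and *nhr-8* experiments it attributes TM resistance to xenobiotic detoxification.

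Of the 34 genes raised by TM in WT animals, 33 were also higher with TM in *osm-3* mutants, where their median was 0.21 against 0.69 in WT animals, and 33 had the smaller difference in *osm-3*. In *osm-3* mutants 1 of them passed the threshold in limma. The 7 of them on the ER or RT-qPCR lists had a median of 0.22 and the others of 0.21. Chance over genes of like expression is argued against (percentile 100 among 10000 random lists), and so is transcript length, since the median was 0.23 after the correction. The choice of libraries is not excluded: 2 of 35 splits of the *osm-3* libraries gave as large a median. The other of the 2 parts fewer same-number pairs, and the 8 splits that part all pairs are too few to decide. The mean of these genes was higher with TM in 4 of 4 pairs. Without 1 library the median ranged from 0.20 to 0.25. Of the 30 genes lowered in WT animals 16 were lower in *osm-3* mutants (median −0.011). A small TM response of *osm-3* mutants may therefore be present, as a hypothesis found and tested on the same data.

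Under vehicle, a comparison that the text of the paper does not report, 438 genes differed between *osm-3* mutants and WT animals (262 higher and 176 lower in *osm-3*; 939 at an unadjusted p under 0.05), 735 with the replicate block (402 and 333), 1420 with weights for each library (651 and 769) and 52 with the stricter filter (21 and 31). Without 1 library the count was 315 to 517. Strain variants linked to *osm-3* are argued against as the whole cause: 41 of 357 genes (11.5%) within 5.0 Mb of it differed, and 395 of 3727 others (10.6%; Fisher p = 0.59). Chance in the grouping is argued against: 1 of 35 splits, the real one, gave any gene, and the block, which allows for the pairing by number, called more genes. It is not excluded, since 1 of 35 is the smallest share possible. The 8 splits that part all pairs are too few to decide alone. The largest increases were *catp-3* (2.80, limma adjusted p = 1.1e-07), *col-139* (1.90) and *col-81* (1.80), and the largest decreases *asp-12* (−2.12), *dod-24* (−1.22) and *acox-1.5* (−0.99). Effects of the *osm-3* mutation and variants elsewhere in the genome remain open and were not tested.

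The *msp-* genes were higher in *osm-3* mutants under vehicle by a median of 1.13 (9 of 9 higher) and the *col-* genes by 0.31 (37 of 40), which passed the threshold with camera. The *clec-* genes passed as lower (median −0.25, 17 of 24 lower; camera, adjusted p = 0.0044), but failed with no filter and with the stricter filter. With the estimated correlation none of these 3 families passed, and with fry the *col-* and *clec-* genes did not. Transcript length is argued against, since the *msp-* median was 1.14 after the correction. Reads shared between near-identical *msp-* genes cannot account for it, because their summed normalized reads differed by 2.13 log2 units (4635 ± 1118 against 1052 ± 219, mean ± SD, n = 4; exact p = 0.0286, the smallest that 4 against 4 can give). The sums of the *col-* genes differed by 0.36 under vehicle and 0.77 under TM, and those of the *msp-* genes by 2.46 under TM, with the same exact p. Worms younger in development cannot be told apart from other causes, since 3 molting genes were left to test it once 7 others, seen to vary before the test, were set aside: *mlt-10* (0.20 under vehicle and 0.51 under TM), *nas-37* (0.20 and 0.28) and *noah-1* (−0.54 and −0.015), at percentiles 94.1 and 96.5. With the 7 included, *dpy-5* among them, 8 of 10 were higher under vehicle (median 0.29) and 9 of 10 under TM (0.96), as younger worms would give, but on genes chosen with the pattern in view. The 9 oocyte and germline genes did not rise, with medians of −0.033 under vehicle (3 of 9 higher, percentile 65.7) and −0.23 under TM (0 of 9 higher, percentile 12.1). Sperm genes other than *msp-* were not tested, nor other effects of the mutation on development.

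Other splits of the libraries were run for the remaining results. As many genes as in the real groups were called in 2 of 35 splits for TM in WT animals (81 with WT TM replicate 4 and WT vehicle replicate 3 exchanged). For TM in *osm-3* mutants it was 3 of 35 (1270 with *osm-3* TM replicate 4 and *osm-3* vehicle replicate 2 exchanged, and 9 with *osm-3* TM replicate 2 and *osm-3* vehicle replicate 2 exchanged). For *osm-3* against WT under TM it was 3 of 35 (882 and 1012, both with *osm-3* TM replicate 4 among the WT libraries). The median split called 0 genes in each comparison. Each of these larger splits exchanges 1 library between the groups and keeps most of the real grouping. They therefore cannot decide on chance in the grouping for these 3 counts, which stays open. Among the 8 splits that part all pairs with the same replicate number, 1 gave as many for TM in WT animals, 2 for TM in *osm-3* mutants and 1 for vehicle. Under TM, libraries of the 2 genotypes are paired by number only for replicates 2 and 3. Under TM chance is argued against for the medians of the RT-qPCR genes, the ER list, the *col-* genes and the *msp-* genes (1 of 35 each). For the median of the *pgp* genes it is not (5 of 35). A share of 1 of 35 is the smallest possible and was not adjusted over the results, so chance is not excluded. In WT animals chance is argued against in the same way for the RT-qPCR genes (1 of 35, with at most 0.53 in the others) and the ER list (1 of 35, at most 0.34). The calls of these 2 lists held under all alternatives, the replicate block among them. The median of the *pgp* genes under vehicle was the largest too (1 of 35), but others reached 0.096 and its call was lost under 9 alternatives, so the question stays open for them. For these paired comparisons the 8 splits that part all pairs are too few to decide alone.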

How the results depend on the processing

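The alternatives limma voom on the recovered reads (voom) and the correction for transcript length (length correction) were chosen after seeing the data.

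Over all alternatives, the results for single genes kept their direction and their side of the threshold in 5110 cases, became weaker in 139, stronger in 102 and changed sign in 129. For families the numbers were 867, 63, 27 and 41 and for lists 392, 13, 7 and 20. Of the 190 changes of sign, 179 concerned values past the threshold neither before nor after. Of the counts, 89 stayed within 1.5 times and 50 did not, and of the numbers of families past the threshold 26 stayed and 3 did not. The WT response of the ER list (0.47 to 0.76), the WT response of the RT-qPCR genes (0.62 to 0.80), the lower ER list in *osm-3* mutants under TM (−0.76 to −0.54) and the difference between the responses of both lists (−0.53 to −0.38 and −0.83 to −0.53) kept direction and side of the threshold under all alternatives. The WT response of *hsp-4* did so too (0.95 to 1.12).

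Counts that moved by more than 1.5 times are given with the setting. With the stricter filter the counts were 24 for TM in WT animals, 0 for TM in *osm-3* mutants, 165 for *osm-3* against WT under TM, 52 for *osm-3* against WT under vehicle, 12 for the difference between the TM responses and 9 for the families past the threshold. With the replicate block the counts were 193 for TM in WT animals, 39 for TM in *osm-3* mutants, 1413 for *osm-3* against WT under TM, 735 for *osm-3* against WT under vehicle and 35 for the difference between the TM responses. With weights for each library the counts were 595 for TM in WT animals, 1423 for TM in *osm-3* mutants, 1683 for *osm-3* against WT under TM, 1420 for *osm-3* against WT under vehicle and 154 for the difference between the TM responses. With only the groups compared the counts were 11 for TM in *osm-3* mutants and 401 for *osm-3* against WT under TM. The count was 5 for TM in *osm-3* mutants with robust eBayes. The count was 6 for TM in *osm-3* mutants with quantile normalization. The count was 5 for TM in *osm-3* mutants with median centring. The count was 6 for TM in *osm-3* mutants with the length correction. With no filter the counts were 1189 for *osm-3* against WT under TM and 713 for *osm-3* against WT under vehicle. The count was 3 for the families past the threshold with fry. The count was 0 for the families past the threshold with the estimated correlation. With the replicate block no call of a list changed. Among families it made *gst-* in WT animals pass and *clec-* in *osm-3* mutants fail. The cause was not tested for these counts, except that the stricter filter tests fewer genes and the groups compared alone leave fewer libraries. Robust eBayes has no counterpart for lists and families, and the difference between the TM responses needs all 4 groups, so these were not run. Under the stricter filter some genes, *pgp* genes among them, and the *msp-* and *gst-* families have no value. The planned test by GO term was not run.

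In the comparison of TM in *osm-3* mutants, the call of the ER list was gained with voom (−0.0048). With a change of sign, it was gained also with the stricter filter (0.018), weights for each library (0.067), quantile normalization (0.14) and the length correction (0.15). That of the *pgp* list was gained with weights for each library (0.14) and the length correction (0.25). In the comparison of *osm-3* against WT under TM, the call of the RT-qPCR genes was lost with the estimated correlation (−0.82). That of the *pgp* list was lost with no filter (0.074), quantile normalization (0.016) and the estimated correlation (0.10). That of the *col-* family was lost with the estimated correlation (1.05). That of the *msp-* family was lost with the estimated correlation (1.32). That of the *ugt-* family was lost with quantile normalization (0.14), fry (0.11) and the estimated correlation (0.11). In the comparison of *osm-3* against WT under vehicle, the call of the *pgp* list was lost with no filter (0.10), weights for each library (0.095), quantile normalization (0.080), the estimated correlation (0.10) and the length correction (0.085). In the comparison of the difference between the TM responses, the call of the *pgp* list was gained with weights for each library (0.15) and the length correction (0.19). The cause was not tested.

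The sign changed for TM in WT animals with weights for each library for *pgp-11* (0.0084), *asp-12* (0.070), the *pgp* list (0.0084), the *ugt-* family (0.057) and the *clec-* family (0.033) and with the length correction for *pgp-11* (0.0061), *pgp-13* (0.061), *pgp-4* (0.010) and the *pgp* list (0.061). With the stricter filter for the *cyp-* family (−0.023) and the *clec-* family (0.11) and with no filter for the *ugt-* family (0.00040) and the *clec-* family (0.032) it changed too. With quantile normalization for the *vit-* family (0.019) it changed too. The sign changed for TM in *osm-3* mutants with the length correction for *pmk-1* (0.0023), *pgp-12* (0.18), *pgp-14* (0.17), *atf-6* (0.027), the RT-qPCR genes (0.039), the ER list (0.15) and the *msp-* family (−0.054) and with quantile normalization for *sel-1* (0.040), *pgp-10* (−0.0085), *cup-2* (0.094), *emo-1* (0.12), *col-98* (0.16), the RT-qPCR genes (0.11) and the ER list (0.14). With weights for each library for *pgp-12* (0.11), *pgp-14* (0.29), *col-98* (0.021), the RT-qPCR genes (0.093) and the ER list (0.067) and with median centring for *pgp-12* (0.0037), *col-98* (0.015) and the ER list (0.017) it changed too. With the stricter filter for the ER list (0.018) it changed too. The sign changed for *osm-3* against WT under TM with quantile normalization for *pgp-10* (−0.00083), *pgp-11* (0.016), *pgp-13* (−0.00076) and the *gst-* family (−0.073) and with median centring for *pgp-11* (0.021). With the length correction for *pgp-11* (0.090) and the *cyp-* family (0.041) and with weights for each library for *pgp-12* (0.016) and the *cyp-* family (0.0017) it changed too. The sign changed for *osm-3* against WT under vehicle with weights for each library for *pdi-1* (0.0021), *pgp-13* (−0.065) and *nlp-27* (0.0083) and with quantile normalization for *pdi-1* (0.0018), *pgp-13* (−0.040), *ire-1* (0.046), *hrdl-1* (0.026) and the *gst-* family (−0.038). With median centring for *pdi-1* (0.0013), *ire-1* (0.011) and *ugt-1* (0.0067) and with the length correction for *pdi-1* (0.029), *hrdl-1* (0.0047) and *ugt-1* (0.033) it changed too. With the stricter filter for the *cyp-* family (−0.39) and the *ugt-* family (0.00039) it changed too. The sign changed for the difference between the TM responses with weights for each library for *nhr-8* (−0.062), *pgp-10* (0.020) and *emo-1* (−0.086) and with the length correction for *pgp-10* (0.043), *pgp-2* (0.072) and the *cyp-* family (0.034). With quantile normalization for *pgp-2* (0.054) and *atf-6* (−0.0015) and with log2 of the normalized count plus 1 for *atf-6* (−0.0029) it changed too. With the stricter filter for the *cyp-* family (0.071) and with median centring for the *cyp-* family (0.0096) it changed too. The cause was not tested.

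Libraries left out 1 at a time gave the following ranges. The count for TM in WT animals ranged from 41 without WT vehicle replicate 1 to 161 without WT TM replicate 4. The count for TM in *osm-3* mutants ranged from 1 without *osm-3* vehicle replicate 1 to 793 without *osm-3* TM replicate 4. The count for *osm-3* against WT under TM ranged from 510 without *osm-3* TM replicate 3 to 1596 without *osm-3* TM replicate 4. For the difference between the TM responses it ranged from 10 without WT vehicle replicate 1 to 27 without *osm-3* TM replicate 4. For TM in WT animals the sign changed in *pgp-11* (−0.11 to 0.0084), *pgp-13* (−0.066 to 0.059), *pgp-9* (−0.15 to 0.20), *ire-1* (−0.030 to 0.075), *hrdl-1* (−0.012 to 0.076) and *emo-1* (−0.079 to 0.013). It changed also in *asp-12* (−0.44 to 0.13), the *pgp* list (−0.058 to 0.0084), the *ugt-* family (−0.089 to 0.055) and the *clec-* family (−0.051 to 0.033). For TM in *osm-3* mutants the sign changed in *pgp-11* (−0.028 to 0.15), *pgp-12* (−0.073 to 0.028), *pgp-14* (−0.14 to 0.075), *hsp-3* (−0.048 to 0.16), *pdi-2* (−0.016 to 0.21) and *cup-2* (−0.079 to 0.065). It changed also in *col-98* (−0.077 to 0.066), *col-179* (−0.017 to 0.13), *col-81* (−0.046 to 0.35), *col-139* (−0.069 to 0.28), the RT-qPCR genes (−0.12 to 0.042) and the ER list (−0.041 to 0.055). It changed also in the *msp-* family (−0.086 to 0.17) and the *clec-* family (−0.00057 to 0.12). There the call changed, with no change of sign, in the *pgp* list (0.011 to 0.090). For *osm-3* against WT under TM the sign changed in *pgp-10* (−0.0072 to 0.11), *pgp-11* (−0.10 to 0.075), the *cyp-* family (−0.071 to 0.011) and the *gst-* family (−0.021 to 0.061). There the call changed, with no change of sign, in the *ugt-* family (0.047 to 0.18). For *osm-3* against WT under vehicle the sign changed in *pdi-1* (−0.070 to 0.061), *pgp-13* (−0.015 to 0.065), *ire-1* (−0.048 to 0.027), *ugt-1* (−0.068 to 0.048), the *cyp-* family (−0.0031 to 0.068) and the *gst-* family (−0.030 to 0.075). There the call changed, with no change of sign, in the *pgp* list (0.088 to 0.12). For the difference between the TM responses the sign changed in *nhr-8* (−0.042 to 0.13), *pgp-13* (−0.011 to 0.11), *pgp-14* (−0.044 to 0.17), *pgp-2* (−0.093 to 0.0040), *pgp-5* (−0.050 to 0.14) and *atf-6* (−0.033 to 0.044). It changed also in *emo-1* (−0.051 to 0.040), the *pgp* list (−0.0059 to 0.11), the *cyp-* family (−0.050 to 0.047), the *gst-* family (−0.056 to 0.027), the *clec-* family (−0.0049 to 0.10) and the *vit-* family (−0.29 to 0.11). The cause was not tested, beyond the fewer libraries.

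Depth limits what can be seen: with 4173301 to 8144875 reads per library, the genes below the filter have few reads, and the transformation compresses their differences. Without the filter 1189 genes differed under TM between *osm-3* mutants and WT animals and 713 under vehicle.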

Differences from the paper's values

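No test in this part was chosen after the result was seen, apart from the alternatives voom and length correction. The paper's values are from RT-qPCR, given here as the mean ± SEM of log2 of the replicate values relative to WT animals in its source data. They are compared with limma log2 differences of the RNA sequencing libraries, n = 4 per group. Values are said to differ where they lie further apart than the larger of the paper's SEM and the SD of the replicates here, or have opposite signs, which is not a test. 

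For *pdi-1* in WT animals with TM, the paper's RT-qPCR of Figure 2—figure supplement 1 gives 0.80 ± 0.32 (SEM, n = 2), against 0.40 here. By this rule the values differ, also under all 26 alternatives set before the data were examined (0.29 to 0.48), but with n = 2 a difference is not shown. *pdi-1* passed the threshold of limma here with the replicate block, weights for each library and quantile normalization, and otherwise did not. The paper's value for *hsp-4* in WT animals, 1.20, lay within its SEM of the value here, but differed by the rule with weights for each library and without WT vehicle replicate 3 or WT TM replicate 1.

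For *pgp* genes, the paper's RT-qPCR of Figure 4A compares *osm-3* mutants with WT animals without TM plates, while the values here are from vehicle plates. Its source data hold 4 values per gene and its legend gives n = 3, and the SEMs here are over the 4 values. The paper's values were 1.16 ± 0.37 (SEM) for *pgp-2* against 0.28 here, 1.99 ± 0.90 for *pgp-5* against −0.21, 1.39 ± 0.49 for *pgp-9* against 0.90, 0.81 ± 0.27 for *pgp-10* against 0.13, 2.27 ± 1.04 for *pgp-11* against −0.14, 0.81 ± 0.40 for *pgp-12* against 0.099, 1.61 ± 0.86 for *pgp-13* against 0.026, and 0.90 ± 0.21 for *pgp-14* against 0.54. For *pgp-9* the values did not differ with each library centred on its median, on log2 of the normalized count plus 1, and without WT vehicle replicate 2, WT vehicle replicate 3 or *osm-3* vehicle replicate 1, and for *pgp-14* they did not differ on log2 of the normalized count plus 1. Under the other alternatives for these 2 genes, and under all alternatives that tested them for *pgp-2*, *pgp-5*, *pgp-10*, *pgp-11*, *pgp-12* and *pgp-13*, they differed. The value for *pgp-4* (0.092 here, 0.11 in the paper) did not differ. The values here are variance stabilized, which compresses differences of weakly expressed genes and can widen these gaps. By DESeq2 in the authors' table, the log2 fold changes of *pgp-9* (1.18) and *pgp-14* (0.98) under vehicle lay within the paper's SEM. Those of *pgp-2* (0.31), *pgp-5* (−0.43), *pgp-10* (0.26), *pgp-11* (−0.21), *pgp-12* (0.32) and *pgp-13* (0.073) did not.

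The paper states that *pgp-3*, *pgp-5*, *pgp-11* and *pgp-13* were higher in *osm-3* mutants. Here *pgp-5*, *pgp-11* and *pgp-13* had the values above, none past the threshold, and *pgp-3* was not analysed here. With weights for each library *pgp-5* passed it as lower in *osm-3* mutants, and no alternative called any of the 3 as higher, while *pgp-9*, *pgp-14* and *pgp-2* were higher and past it.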

Other observations

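The tests of *osm-3* TM replicate 4, apart from the factor shared with *osm-3* vehicle replicate 4, of the genes from F46 on, apart from low expression, and of the authors' lower calls were chosen after the results were seen, as was the length correction.

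Without *osm-3* TM replicate 4, the number of genes changed by TM in *osm-3* mutants rose from 3 to 793 (154 higher and 639 lower). Transcript length as the whole cause is argued against: after the length correction the number still rose, from 6 to 278 (134 higher and 144 lower). Less germline RNA in this library is argued against by the germline genes, which lay at percentile 99.87 of the deviations of 10000 random lists before the length correction (median 0.68, 9 of 9 higher). More germline RNA, a direction written only after that value was seen, was at percentile 99.98 after the length correction (median 0.44, 8 of 9 higher), but cannot be told apart from less of it in the other 3. Against the *osm-3* vehicle libraries the germline genes differed by a median of 0.12 in this library (percentile 87.9) and −0.54 in the other 3 (percentile 0.07), and over all 4 by −0.35 (0 of 9 higher). A factor shared with *osm-3* vehicle replicate 4 may also contribute: the deviations of these 2 libraries from their group means correlated at 0.86, and with the replicate number as a block, the 8 *osm-3* libraries alone gave 342 genes (130 higher and 212 lower), against 11 without the block. Replicates 1 to 3 alone gave 840 with the block. WT TM replicate 1 correlated with this library at 0.80. A swap with an *osm-3* vehicle library cannot be told apart from these: over the 34 genes raised by TM in WT animals the library's mean deviation was 0.018, between the highest vehicle library at −0.041 (*osm-3* vehicle replicate 2) and the lowest of the other TM libraries at 0.083, and 18 of the 34 genes were higher in it than in that vehicle library. Over the 7 of these genes on the ER and RT-qPCR lists it had 0.14, with all vehicle libraries at or under −0.053. There it lay within the range of the other *osm-3* TM libraries (−0.035 to 0.28), and 7 of 7 genes were above *osm-3* vehicle replicate 2. No biological explanation was tested for this library.

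Protein-coding genes whose sequence names begin with F44 and F45 were listed at 92.4% and 93.1%, those with F46 at 0, and 7664 of all 19985 (38.3%) were listed. Low expression of the absent genes is argued against: 41 of 41 ribosomal protein genes named before F46 were listed (median 15898 reads) and none of the 40 others. Removal of genes after the authors' normalization is argued against too, because the size factors equal those computed from the listed genes, whereas factors from 100 random parts with 90% of them differed by at least 0.111%. An annotation or a count table that ended before F46 when the authors normalized is a candidate explanation, with 93.1% of the genes named F45 listed and 0 of those named F46. It leaves the 21 later genes that are listed unexplained. The share does not depend on condition, and no biological explanation was tested.

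In the authors' own tables 206 genes pass an adjusted p of 0.05 by DESeq2 for TM in WT animals (130 higher and 76 lower). Of these, 184 were tested and 60 called here. For TM in *osm-3* mutants 535 pass (67 higher and 468 lower), of which 534 were tested, 280 had an unadjusted p under 0.05 and 1 was called here. Under vehicle 1034 pass (633 higher and 401 lower), with 754 tested and 425 called here. For *osm-3* against WT under TM 721 pass (560 higher and 161 lower), with 453 tested and 425 called here. All of these genes that were tested had the authors' direction. In the authors' table *hsp-4* in *osm-3* mutants had a log2 fold change of 0.12 with an adjusted p of 0.41 by DESeq2. The authors call 3 genes of the ER list as higher with TM in *osm-3* mutants by DESeq2, *ckb-2* (0.59, 3.8e-04), *pdi-6* (0.30, 0.020) and *dnj-7* (0.39, 0.021), and also *gale-1* (0.34, 0.024). The 463 genes they call lower in *osm-3* mutants that have a length were longer than the genes tested (median 2805 against 1455.5 bases), and log2 differences fell with length over all genes (rank correlation −0.44; −0.47 to −0.29 without any 1 library). Whether transcript length is the cause cannot be told apart from a TM effect on long genes: the median of these genes went from −0.33 to −0.20 after the correction and 460 remained lower, but the genes were chosen for this pattern.

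The *pgp* genes (9 of 10 tested) had medians of −0.023 for TM in WT animals, 0.048 for TM in *osm-3* mutants, 0.097 for *osm-3* against WT under TM (camera, limma adjusted p = 0.0206; 3 past the threshold over all genes) and 0.099 under vehicle (0.042; 3 past it), and the TM response differed by 0.067 (0.27). The calls under TM and vehicle failed with the estimated correlation. Under vehicle *pgp-9* (0.90, 0.022), *pgp-14* (0.54, 0.012) and *pgp-2* (0.28, 0.039) passed. *pgp-9* was lost without WT vehicle replicate 1 or 4 or *osm-3* vehicle replicate 2, 3 or 4, *pgp-14* without *osm-3* vehicle replicate 4, and *pgp-2* without WT vehicle replicate 1, 2, 3 or 4, *osm-3* vehicle replicate 1, 3 or 4, or *osm-3* TM replicate 1.

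Of the other genes the paper names, *pmk-1* (−0.37, 7.7e-04) and *sel-1* (−0.50, 0.0041) were lower in *osm-3* mutants under TM, and *nhr-8* (−0.18, 0.24) passed only with weights for each library (−0.25). The largest decreases with TM in WT animals were *col-98* (−1.02, 7.1e-04), *nlp-27* (−0.99, 0.0020) and *col-179* (−0.95, 5.5e-04).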
